# Unveiling E2F4, TEAD1 and AP-1 as regulatory transcription factors of the replicative senescence program by multi-omics analysis

**DOI:** 10.1007/s13238-021-00894-z

**Published:** 2022-01-12

**Authors:** Yuting Wang, Liping Liu, Yifan Song, Xiaojie Yu, Hongkui Deng

**Keywords:** transcription factor, senescence, multi-omics

## Abstract

Senescence, a stable state of growth arrest, affects many physiological and pathophysiological processes, especially aging. Previous work has indicated that transcription factors (TFs) play a role in regulating senescence. However, a systematic study of regulatory TFs during replicative senescence (RS) using multi-omics analysis is still lacking. Here, we generated time-resolved RNA-seq, reduced representation bisulfite sequencing (RRBS) and ATAC-seq datasets during RS of mouse skin fibroblasts, which demonstrated that an enhanced inflammatory response and reduced proliferative capacity were the main characteristics of RS in both the transcriptome and epigenome. Through integrative analysis and genetic manipulations, we found that transcription factors E2F4, TEAD1 and AP-1 are key regulators of RS. Overexpression of *E2f4* improved cellular proliferative capacity, attenuated SA-β-Gal activity and changed RS-associated differentially methylated sites (DMSs). Moreover, knockdown of *Tead1* attenuated SA-β-Gal activity and partially altered the RS-associated transcriptome. In addition, knockdown of *Atf3*, one member of AP-1 superfamily TFs, reduced *Cdkn2a* (*p16*) expression in pre-senescent fibroblasts. Taken together, the results of this study identified transcription factors regulating the senescence program through multi-omics analysis, providing potential therapeutic targets for anti-aging.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13238-021-00894-z.

## INTRODUCTION

Senescence is known as a stable state of cell cycle arrest, characterized by elevated *Cdkn2a* (*p16*) and *Cdkn1a* (*p21*) expression, the senescence-associated secretory phenotype (SASP) and epigenetic changes (Hernandez-Segura et al., 2018). Senescence plays important roles in many physiological and pathophysiological processes, especially aging (van Deursen, 2014). Previous work by our group and others showed that clearance of senescent cells attenuated aging-associated phenotypes *in vivo* (Baker et al., 2016; Cai et al., 2020). In contrast, transplantation of small numbers of senescent cells into recipients induced aging-related phenotypes, spread cellular senescence to host tissues and increased mortality (Xu et al., 2018). These results demonstrated that cellular senescence play crucial roles in organismal aging and aging-related diseases.

Cellular senescence can be induced by various stimuli *in vitro*, including proliferation, oncogenes, radiation and chemicals (van Deursen, 2014; Hernandez-Segura et al., 2018). However, senescence induced by different stimuli may have different mechanisms, and distinct transcriptional and epigenetic signatures (Nelson et al., 2014; Sanokawa-Akakura et al., 2019). Previous work comparing the transcriptional profiles of stem cell aging *in vivo* and RS *in vitro*, demonstrated that stem and progenitor cells *in vivo* undergo a process similar to RS (Wagner et al., 2009). In addition, the genetic signatures of upregulated genes associated with RS was found to significantly overlap with that of aging *in vivo*, highlighting the similarity between RS and aging *in vivo* (Avelar et al., 2020). Moreover, RS and aging *in vivo* are both associated with highly reproducible epigenetic changes, especially changes in DNA methylation (Wagner et al., 2016). Conserved aging-associated DNA methylation changes were observed in RS and aging *in vivo* (Minteer et al., 2020), indicating that RS and aging *in vivo* may be governed by the same conserved mechanisms (Wagner et al., 2016). These results highlight the important role of RS in aging, suggesting that the study of mechanisms and regulatory networks associated with RS could provide potential targets for anti-aging interventions.

RS is characterized by growth arrest, shortened telomeres, elevated SA-β-Gal activity and SASP (Coppé et al., 2008; Purcell et al., 2014; Hernandez-Segura et al., 2018). In addition, RS is accompanied by widespread transcriptional and epigenetic changes (Purcell et al., 2014; Hänzelmann et al., 2015; Chan et al., 2021; Zhang et al., 2021). However, the mechanisms and regulators underlying the phenotypes of RS remain unclear. Recently, AP-1 family transcription factors were found to play an important role in regulating the senescence program, and knockdown of AP-1 was found to attenuate part of senescence phenotypes (Martínez-Zamudio et al., 2020; Zhang et al., 2021), which highlights the regulatory roles of TFs in RS. Thus, a systemic study of the regulatory TFs underlying RS could provide insight into the mechanisms and provide direction for the development of anti-senescence interventions.

Here, to systematically analyze changes in the transcriptome and epigenome associated with RS, and identify the regulatory TFs underlying RS, we employed integrative and time-series analysis based on RNA-seq, RRBS and ATAC-seq of mouse skin fibroblasts. The results demonstrated that an enhanced inflammatory response in late senescence and a gradual decline in replicative capacity were significant signatures of RS in the transcriptome and epigenome. In addition, by using bioinformatic analysis and genetic manipulations, we identified E2F4, TEAD1 and AP-1 as regulatory TFs of RS that influenced the phenotypes of RS. Taken together, our results reveal regulatory TFs underlying RS, which provides novel targets for senescence and aging interventions.

## RESULTS

### Transcriptional dynamics and signatures of replicative senescence in mouse skin fibroblasts

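RNA-seq libraries of mouse skin fibroblasts at passages 1, 3, 5 and 7 (P1, P3, P5 and P7) were used, with 4 libraries at each passage. The authors trimmed the reads with Trimmomatic, aligned them to the mm10 genome with Hisat2 and counted them on each gene with HTSeq-count, without regard to strand. The values used here are these raw counts for 24984 genes, and 24881 of the gene symbols were matched to the RefSeq annotation of GRCm38. The total count per library ranged from 13430229 to 14852051 at P1 (median 13571897), from 13846345 to 15385843 at P3 (median 14907522.5), from 14762747 to 15725823 at P5 (median 15567963.5) and from 13866009 to 14227633 at P7 (median 13950438.5). Genes with too few counts were removed with edgeR's filterByExpr, which left 13442 genes. Library sizes were scaled with the TMM method, and the 16 libraries were fitted together with edgeR's quasi-likelihood model, with 1 coefficient per passage. The common biological coefficient of variation of this fit was 0.129. A gene was called changed when its Benjamini-Hochberg adjusted p-value was under 0.05 and its fold change was over 2 in either direction, which are the thresholds of the paper. Expression of single genes is given as CPM (the count of a gene relative to the TMM-scaled library size), as mean and SD over the libraries of a passage. The paper normalized the counts with DESeq2, which was used here as an alternative.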

To reveal the transcriptome and epigenome signatures of RS, we employed time series analysis of mouse skin fibroblasts with RNA-seq, RRBS and ATAC-seq at 4 different passage numbers (P1, P3, P5 and P7) (Fig. 1A). We examined senescence markers in P7 cells, including EdU staining, nuclear morphology and SA-β-Gal activity, and confirmed that cells entered into replicative senescence at P7 (Fig. S1A–C). 

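Principal component analysis of the log2 CPM of the 13442 genes placed 62.74% of the variance on the first component and 12.78% on the second. On the first component the 4 libraries of P1 had a mean score of -76.19 ± 2.51 (SD), those of P3 -8.591 ± 1.77, those of P5 30.07 ± 2.96 and those of P7 54.71 ± 3.37. The scores of no passage overlapped those of another passage on this component. On the second component P3 and P5 had lower mean scores than P1 and P7, with -31.33 ± 5.85 at P3, -8.019 ± 11.9 at P5, 16.87 ± 4.02 at P1 and 22.48 ± 4.66 at P7. Replicate 1 of P3, with a score of -22.64, lay apart from the other P3 libraries on the second component. Restricting the analysis to the 500 most variable genes moved the share of the first component most, to 84.23%.

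**Figure D1:**
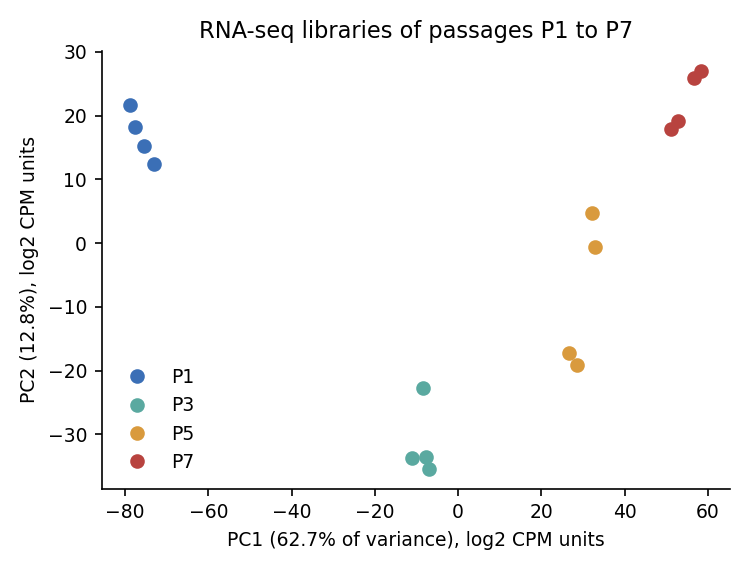
Scores of the 16 RNA-seq libraries on the first principal component (horizontal axis) and the second (vertical axis), with 1 point per library and 1 colour per passage. The 4 libraries of each passage lie together, and the first component orders the passages from P1 to P7.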

Global gene expression profiles generated using principal component analysis (PCA) of the RNA-seq data demonstrated significant transcriptome changes with passaging (Fig. 1B). 

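Against P1, 1207 genes were called changed at P3 (322 higher and 885 lower), 2010 at P5 (649 higher and 1361 lower) and 2881 at P7 (1089 higher and 1792 lower). In all, 3197 genes were called at 1 or more of these passages. Of 23 tested genes among the 24 that the text of the paper and Fig. 4G name, 19 had an adjusted p under 0.05 at P7 when adjusted over the list alone and 19 when adjusted over all genes tested. The paper took these genes from the same samples, so the first count is not independent evidence. The filter on low counts moved this number most, to 1985 genes when a gene needed at least 10 counts in every library. Among the 3197 genes, the mean fell at every step from P1 to P7 for 1169 genes (36.57%) and rose at every step for 739 genes (23.12%). Hierarchical clustering of the z-scores of these genes into 6 clusters, with Euclidean distance and complete linkage, gave clusters of 1061, 1009, 838, 111, 99 and 79 genes. The called genes with the highest log2 fold changes at P7 were Galnt18 (chromosome 7, 111471656 to 111780067) at 4.84 (standard error 0.33, adjusted p = 2.69e-10 from edgeR), Cdkn2a, and Rgs8 at 4.23 (standard error 0.31, adjusted p = 7.65e-10). Those with the lowest were Krt14, Cd36 and Myh3, which had almost no reads at P7. Krt14, a keratin of keratinocytes, had 3197 reads over the P1 libraries and 0 over the P7 libraries, and so was at least 932-fold lower at P7. Myh3, a myosin of muscle, had 2913 reads at P1 and 1 at P7, a ratio of 2550 (95% interval of the counts 457 to 101000). Cd36 had 3695 reads at P1 and 1 at P7, a ratio of 3230 (579 to 128000). Markers of keratinocytes and muscle as lists were also lower at P3, P5 and P7 than at P1.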

To further explore differentially expressed genes during senescence, 3,266 significantly changed genes compared with P1 were selected and clustered into 6 modules using unsupervised methods (Figs. 1C and S1D).

**Figure 1:**
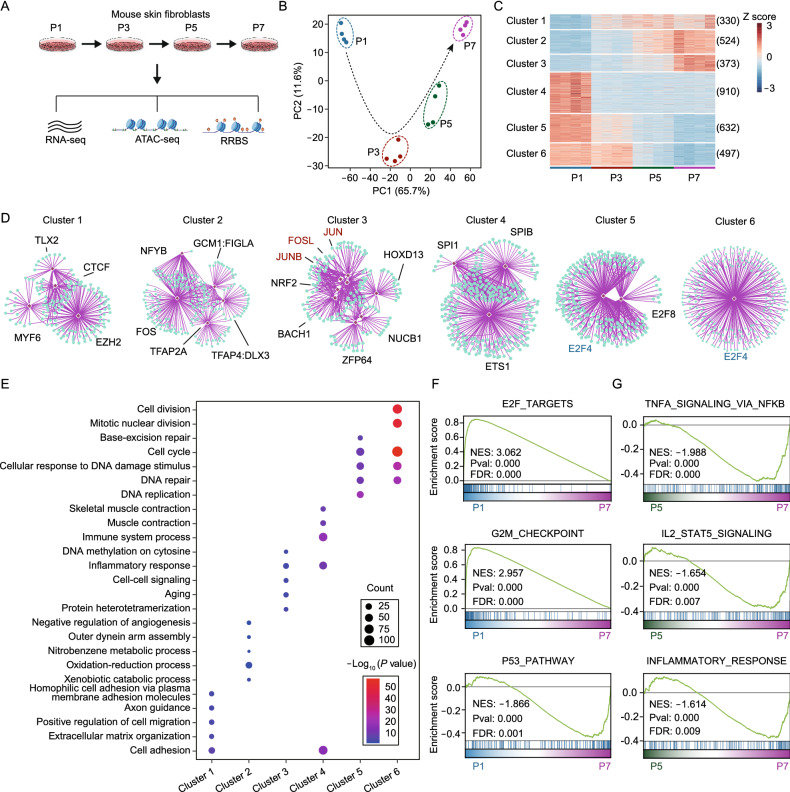
**Transcriptional signatures and regulators of replicative senescence**. (A) Schematic outlining the design of multi-omics analysis of cellular replicative senescence. Skin fibroblasts from 2-month-old mice were used, and samples were collected at P1, P3, P5 and P7 for RNA-seq, ATAC-seq and RRBS. (B) PCA of the transcriptome of skin fibroblast during RS. P1 (blue), P3 (dark red), P5 (dark green) and P7 (purple), (*n* = 4). (C) Heatmap showing 6 major modules of differentially expressed genes during RS. Genes that differentially expressed in any group when compared with P1 are shown (adjusted *P*-value < 0.05 and fold change > 2). The number of genes within each cluster is given in parentheses, (*n* = 4). (D) Transcription factor enrichment analysis based on the genes from each cluster. Only the top significantly enriched TFs are shown. AP-1 family TFs and E2F4 are highlighted. The analysis was performed with RcisTarget. (E) Selected biological process GO terms enriched in each gene cluster, with the top 5 most significantly enriched terms shown. The size of each point represents the gene count in the GO term, and the color of each point represents the significance of the enrichment. (F) GSEA showing cell cycle-related terms based on the transcriptome of P1 versus P7, (*n* = 4). (G) GSEA showing inflammatory response-related terms based on the transcriptome of P5 versus P7, (*n* = 4)

Next, we identified potential regulatory TFs based on genes from different clusters with RcisTarget (See METHODS). Interestingly, we found that genes from cluster 3, which showed elevated expression at late senescence, were enriched with AP-1 family TFs, including JUNB, JUN and FOSL (Fig. 1D). 

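The genes of late senescence were taken here as those called higher at P7 than at P5, of which there were 160. Promoters were defined as the sequence from 500 bases upstream to 100 bases downstream of the transcription start site and were searched for the AP-1 consensus TGASTCA, where S is G or C. A match was present in 23 of the 159 of these genes with a promoter sequence (14.5%) and in 900 of the 13239 other tested genes (6.8%), an odds ratio of 2.32 (Fisher's exact test, two-sided, p = 6.99e-04, adjusted p = 0.0014 over 6 tests of motifs and gene classes). The alternative that moved this odds ratio most was a wider promoter of 1000 bases on each side, with an odds ratio of 1.53 (Fisher's exact test, p = 0.0161). With a background of genes with the same promoter GC content, the odds ratio was 2.11 (Fisher's exact test, p = 0.00762). For the genes that rose at every step, the share was 7.2% against 6.87% (odds ratio 1.05, Fisher's exact test, p = 0.708). These tests are across genes, which are not independent replicates.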

AP-1 family TFs have been reported to play a role in the inflammatory response (Uluçkan et al., 2015; Ji et al., 2019). In contrast, genes from cluster 5 and cluster 6, whose expression gradually decreased with passaging, were enriched with E2F4 (Fig. 1D), a TF related to cell cycle regulation (Garneau et al., 2009; Hsu et al., 2019). 

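Of the 1164 genes that fell at every step and had a promoter sequence, 417 (35.8%) had a match to the E2F consensus TTSSCGC in the promoter, compared with 3085 of the 12234 other tested genes (25.2%). This gave an odds ratio of 1.66 (Fisher's exact test, two-sided, p = 2.16e-14, adjusted p = 1.3e-13). The longer consensus TTTSSCGC was found in 13.0% of the falling genes and 6.05% of the others (odds ratio 2.32, Fisher's exact test, p = 2.3e-16). For TTSSCGC, a wider promoter of 1000 bases on each side gave an odds ratio of 1.39 (Fisher's exact test, p = 7.67e-08). A background with the same promoter GC content gave 1.78 (Fisher's exact test, p = 6.48e-16). Genes that rose at every step had the E2F match less often than the other genes, at 18.8% against 26.6% (odds ratio 0.638, Fisher's exact test, p = 1.56e-06, adjusted p = 4.68e-06). The consensus is shared by the members of the E2F family and does not separate E2F4 from the others. The AP-1 consensus was found in 6.96% of the promoters of falling genes and 6.88% of the others (odds ratio 1.01, Fisher's exact test, p = 0.904).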

Subsequently, we employed Gene Ontology (GO) analysis based on genes from different clusters to examine changes in biological functions during RS. In line with the TF enrichment analysis, we found that genes from cluster 3 were significantly enriched with inflammatory response and aging process-related terms. In contrast, genes from cluster 5 and cluster 6 were enriched with cell cycle-related terms (Fig. 1E).

To confirm the transcriptome signatures of RS, we employed gene set enrichment analysis (GSEA). 

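Gene sets were tested with camera of the limma package, with an inter-gene correlation preset to 0.01 and Benjamini-Hochberg adjustment over 22 sets per comparison. The hallmark sets of the paper were not analysed here, and the S-phase and G2/M genes of the Seurat package were used for the cell cycle. All 43 S-phase genes and all 54 G2/M genes were tested. At P3, the median log2 fold change against P1 was -0.41 for the S-phase genes (39 of 43 lower, adjusted p = 1.76e-05, camera) and -0.08 for the G2/M genes (adjusted p = 0.725). At P5, the medians were -1.39 (42 of 43 lower, adjusted p = 5.89e-28) and -1.27 (53 of 54 lower, adjusted p = 1.98e-23). At P7, they were -2.17 (42 of 43 lower, adjusted p = 3.16e-39) and -2.61 (53 of 54 lower, adjusted p = 3.55e-46). Of the 12 sets called at P7 against P1, 2 were called with the correlation estimated from the data, which was the alternative that moved this number most, and fry called 20 sets. The S-phase and G2/M calls at P7 held under both, but with the estimated correlation those at P3 (adjusted p = 0.8475 for the S-phase genes) and P5 (adjusted p = 0.0873 and 0.127) were lost. Mcm6 (chromosome 1, 128331575 to 128359705), which encodes a subunit of the replicative helicase, fell from 142.4 ± 6.72 CPM at P1 (n = 4) to 112.6 ± 5.08 at P3, 62.84 ± 16.6 at P5 and 26.55 ± 2.41 at P7. Its log2 fold change at P7 against P1 was -2.42 (standard error 0.13, adjusted p = 1.79e-11 from edgeR).

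**Figure D2:**
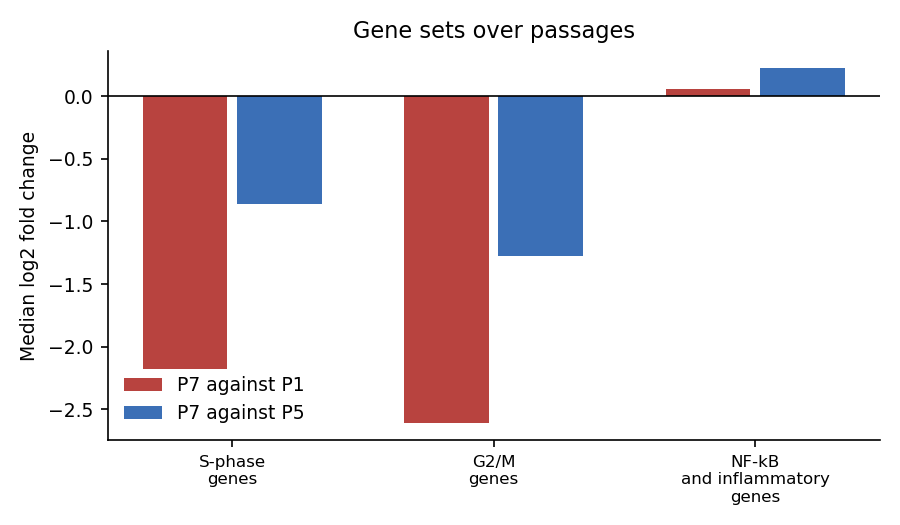
Median log2 fold change (vertical axis) of 3 gene sets (horizontal axis), with 1 bar for P7 against P1 and 1 for P7 against P5. The S-phase and G2/M genes are lower at P7 in both comparisons.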

Consistent with the GO analysis, we found that cell cycle-related pathways like G2M checkpoint and E2F targets, were significantly down-regulated with passaging. In contrast, aging-associated pathways, like P53, were up-regulated in senescent cells (Fig. 1F). 

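Cdkn1a (chromosome 17, 29090979 to 29100722), which encodes p21, rose from 235 ± 20.5 CPM at P1 (n = 4) to 342.1 ± 36.9 at P3, 544.5 ± 90.7 at P5 and 679.8 ± 33.1 at P7. Its log2 fold change at P7 against P1 was 1.53 (standard error 0.11, adjusted p = 3.88e-10 from edgeR). Cdkn2a (chromosome 4, 89274473 to 89294619), which encodes p16 and p19ARF from overlapping exons that the counts do not separate, rose from 8.061 ± 1.17 CPM to 21.39 ± 3.89, 101.2 ± 45.9 and 224.3 ± 36.5, a log2 fold change of 4.79 at P7 (standard error 0.26, adjusted p = 1.26e-11). Cdkn2b, its neighbour, which overlaps an annotated gene on the other strand and is uncertain for that reason, had a log2 fold change of 1.89 at P7 (standard error 0.17, adjusted p = 1.71e-08).

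**Figure D3:**
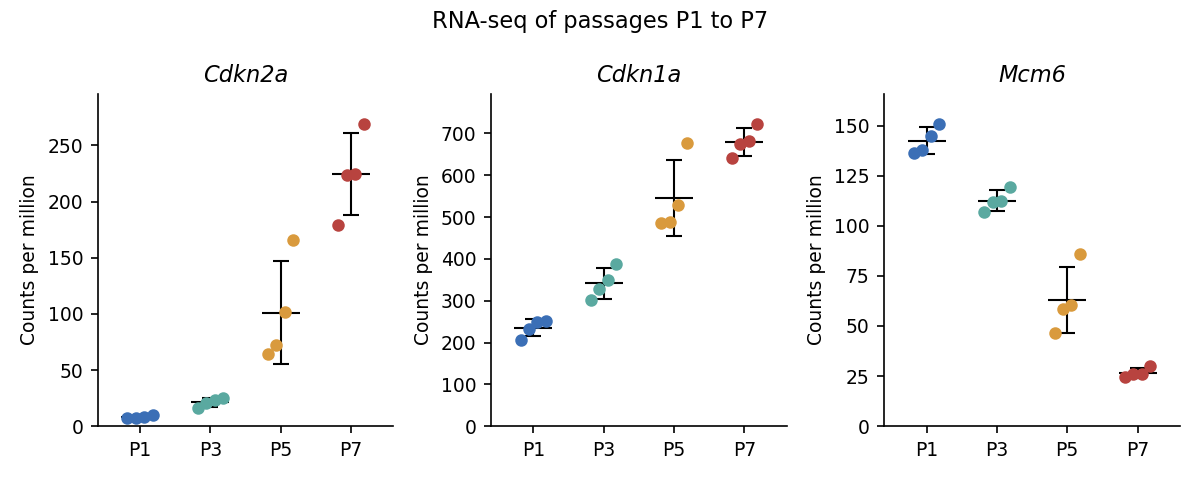
CPM (vertical axis) of Cdkn2a, Cdkn1a and Mcm6 in each RNA-seq library by passage (horizontal axis), with 1 point per library and bars at the mean and SD of 4 libraries. Cdkn2a and Cdkn1a rise and Mcm6 falls from P1 to P7.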

Remarkably, we also found inflammation related pathways, like TNF-α signaling, IL-2 and inflammatory response, were significantly up-regulated at late senescence (Fig. 1G). 

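At P7 against P5, 467 genes were called changed, 160 higher and 307 lower. A list of 27 target genes of NF-kB and inflammatory genes had a median log2 fold change of 0.22 in this comparison (18 higher and 9 lower, adjusted p = 2.74e-04, camera), and the call held under fry but not with the correlation estimated from the data (adjusted p = 0.312). Against P1 the median of the same list at P7 was 0.06 (16 higher and 11 lower, adjusted p = 0.184). The Reactome sets of TNF signaling (8 genes tested, median -0.06, adjusted p = 0.834) and signaling by interleukins (median -0.0015, 47 of 94 genes higher, adjusted p = 0.834) were not called at P7 against P5. They are not the hallmark sets of the paper. A list of 21 interferon-stimulated genes was lower at P7 than at P5 (median -0.73, 19 of 21 lower, adjusted p = 5.58e-07). This call also held under fry but not with the estimated correlation (adjusted p = 0.322). The genes with the highest log2 fold changes at P7 against P5 were Cd24a at 2.35 (standard error 0.24, adjusted p = 2.11e-06 from edgeR), Ptgs2, the inducible cyclooxygenase (chromosome 1, 150100031 to 150108234), at 2.24 (standard error 0.20, adjusted p = 8.78e-07) and Cd53 at 1.95 (standard error 0.17, adjusted p = 6.81e-07). The lowest were Cbln1 at -3.40, Ldb2 at -2.16 and Sfrp2 at -2.08. The paper reads the rise of inflammation pathways at late senescence, beside the fall of cell cycle pathways, as a signature of RS.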

In line with transcriptional analysis, SASP in culture supernatant was found to increase dramatically when cells entered into senescence (Fig. S1E), as previously reported (Coppé et al., 2008).

Collectively, these results demonstrated that RS was accompanied by significant transcriptome changes. The main characteristics of RS were an enhanced inflammatory response at late senescence and a gradual decline in replicative capacity.

### Time-resolved DNA methylome profiling to reveal RS-associated epigenetic signatures in mouse skin fibroblasts

The epigenome plays an important role in transcriptome regulation and cell fate determination. Although some senescence-associated epigenetic signatures have been documented and used as markers of senescence, a systematic analysis of chromatin accessibility and DNA methylation changes during RS has not been performed. To study changes in DNA methylome during RS, we employed time-series RRBS analysis. PCA analysis based on RRBS showed significant changes in DNA methylation with RS (Fig. 2A). Although no obvious change in distribution of DNA methylation across the entire genome was observed, DNA methylation at TFs binding sites (TFBSs) gradually increased with passaging (Figs. S2A and 2B), suggesting decreased chromatin accessibility at TFBSs and reduced TF binding activity with RS.

**Figure 2:**
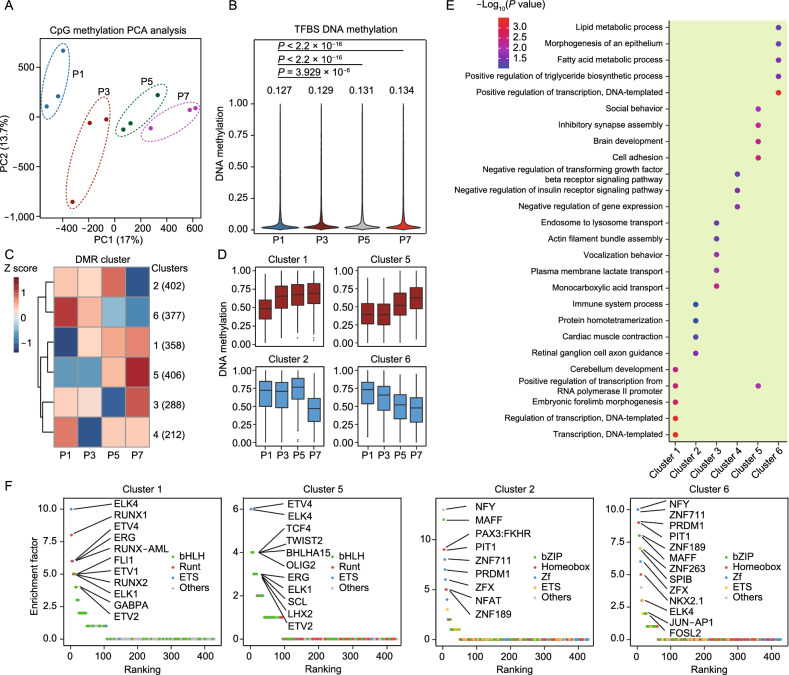
**RS-associated DNA methylome signatures in mouse skin fibroblasts**. (A) Unsupervised PCA of RRBS in skin fibroblasts during RS. P1 (blue), P3 (dark red), P5 (dark green) and P7 (purple), (*n* = 3). (B) Violin plot summarizing the distribution of DNA methylation levels of the transcription factor binding sites (TFBS) of each group. TFBS were identified by ATAC-seq. The DNA methylation level of each TFBS was estimated by averaging the methylation level of all cytosines within that TFBS. (C) Heatmap showing 6 major modules of the dynamic average methylation levels of DMRs. The number of DMRs within each modules is given in parentheses. The color indicates the average of the DNA methylation levels of all included DMRs in each module, (*n* = 3). (D) Box plot summarizing the distribution and dynamics of the DNA methylation levels of DMRs in module 2, module 6, module 1 and module 5, (*n* = 3). (E) Biological process GO term enrichment analysis based on genes related to the DMR modules, with the top 5 significantly enriched terms shown. The DMR-related genes were identified when the DMRs were located within ±5 kb around the transcription start site (TSS). (F) Ranking of motifs enriched in senescence-associated DMRs from cluster 1, cluster 5, cluster 2 and cluster 6. The colors of the points represent different TF families. The data were analyzed by one-way ANOVA (B). The error bars show the SD (D)

Next, we identified differentially methylated regions (DMRs) with passaging using DSS (Feng et al., 2014) and divided them into 6 clusters with unsupervised methods (Fig. 2C). Among these DMRs, the hypomethylated (cluster 2 and 6) and hypermethylated (cluster 1 and 5) DMRs with monotonically changed DNA methylation were identified as RS-associated DMRs (Fig. 2D). To identify which biological processes were influenced by RS-associated DMRs, we performed GO analysis based on genes related to RS-associated DMRs. For RS-associated up DMRs (cluster 1 and 5), the most enriched GO terms included transcription regulation and development-related biological processes. In contrast, for RS-associated down DMRs (cluster 2 and 6), the most enriched GO terms included metabolic process and immune system process (Fig. 2E), consistent with transcriptional analysis.

In addition, we also identified RS-associated differentially methylated sites (DMSs), which monotonically changed with passaging in three independent series of samples (See METHODS). In total, 77 DMSs were identified, including 38 up DMSs and 39 down DMSs (Fig. S2B). Next, we performed genomic annotation of RS-associated DMSs using HOMER. Most of RS-associated up DMSs were located at genetic related regions, like introns, exons and promoters. However, down DMSs were mainly located at intergenic regions (Fig. S2C). These results suggested that promoters and gene bodies become increasingly methylated with senescence. In line with the analysis of RS-associated down regulated genes, GO analysis based on genes related to up DMSs indicated that development-related biological processes were deactivated with RS (Fig. S2D).

Through integrative analysis of DNA methylation and chromatin accessibility, we found a significant negative correlation between DNA methylation and chromosome accessibility (Fig. S2E and S2F). Changes in DNA methylation may affect chromatin accessibility, which could influence TF binding in further. To explore the TFs affected by methylome changes with RS, we performed motif analysis based on RS-associated DMRs using HOMER (See METHODS). For RS-associated up DMRs, the most enriched motifs were from bHLH, Runt and ETS families, including ETV4, ELK4 and ERG. For RS-associated down DMRs, the most enriched motifs were from bZIP and Homeobox families, including NFY, PIT1 and AP-1, suggesting that activation of these TFs occurred during RS (Fig. 2F).

Taken together, the results of our analysis demonstrated significant methylome changes and continuously increased DNA methylation of TFBSs with passaging. Consistent with the transcriptome analysis, RS-associated DMRs and DMSs were found to be related to metabolic processes, immune processes and development, which highlighted the consistency of the transcriptome changes and methylome changes during RS.

### Chromatin accessibility dynamics regulate RS-associated transcriptional signatures

To reveal the chromatin accessibility dynamics of RS, we performed time-resolved ATAC-seq during passaging. 

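ATAC-seq peak lists of 13 samples were used, 4 of P1 and 3 each of P3, P5 and P7. ATAC-seq cuts open chromatin with the Tn5 transposase, so that reads pile up where DNA is accessible. The authors called the peaks in each sample with MACS2 on the mm10 genome, and the lists hold peaks with a -log10 p of at least 2. They hold no read counts, so the depth of each sample is unknown and no accessibility in reads can be given. A peak with several summits is listed once per summit, and was counted here as 1 peak. The number of peaks was between 168982 and 186562 in the samples of P1, 142384 and 155681 in those of P3, 182402 and 207965 in those of P5, and 200376 and 231558 in those of P7. Overlapping peaks of the replicates of a passage were merged, and a consensus peak is a merged region with a peak in more than 60% of the replicates, which is the share the paper uses. There were 150537 consensus peaks at P1, 138615 at P3, 187685 at P5 and 204266 at P7. Between a pair of passages, a consensus peak of the later one that overlapped no peak in any replicate of the earlier one was counted as gained, and a consensus peak of the earlier one that overlapped no peak in any replicate of the later one as lost. The strength of a peak was given as its percentile among the -log10 p of all peaks of the same sample.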

PCA analysis and sample correlation analysis based on the ATAC-seq data showed significant changes in chromatin accessibility with passaging (Figs. 3A and S3A). 

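The overlap of the peaks of 2 samples was measured as their Jaccard index, the number of bases covered by both divided by the number covered by either. The mean index was 0.701 over the 6 pairs of P1 samples and 0.67 over the 3 pairs of P7 samples, compared with 0.57 over the 12 pairs of a P1 and a P7 sample. P1 and P3 samples had a mean index of 0.61, and P1 and P5 samples 0.607. The mean index within P1 and P7 exceeded that between them by 0.121, and none of the other 34 splits of these 7 samples into 4 and 3 gave a difference above 0.0499 (exact permutation test, one-sided, p = 0.0286). With the same number of top-ranked peaks from every sample, the difference was 0.13.

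**Figure D4:**
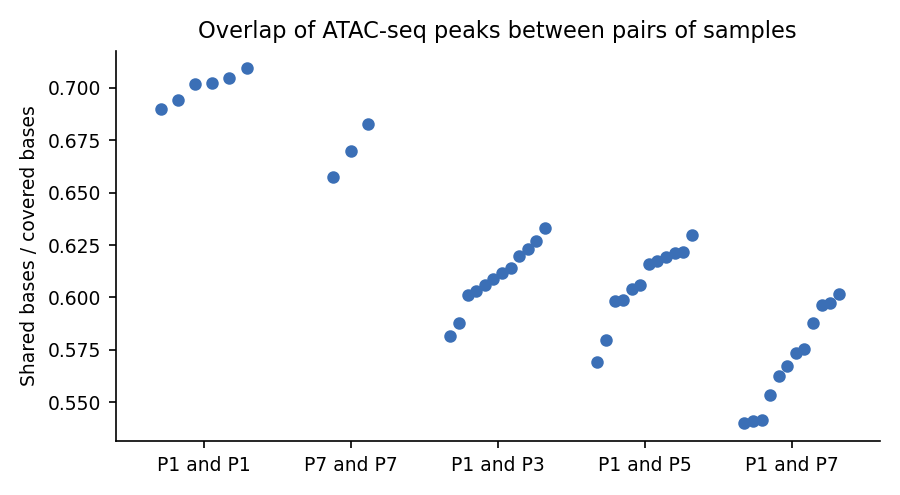
Jaccard index of the covered bases (vertical axis) for pairs of ATAC-seq samples, grouped by the passages of the pair (horizontal axis), with 1 point per pair. Every pair within P1 or within P7 lies above every pair of a P1 and a P7 sample.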

Elevated expression of transposable elements was observed in senescence (Colombo et al., 2018; De Cecco et al., 2019; Potocki et al., 2019), suggesting increased instability of the genome. However, in our analysis, no obvious change in chromatin accessibility was observed across the entire genome with passaging. Nevertheless, for peaks with higher coverage (mean value > 800), decreased chromatin accessibility was observed with RS (Fig. 3B), which was consistent with other recent studies (Wang et al., 2018; Hernando-Herraez et al., 2019).

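The mean number of peaks was 176031 ± 7689 (SD, n = 4) at P1, 151110 ± 7560 (n = 3) at P3, 196436 ± 12960 (n = 3) at P5 and 217741 ± 15890 (n = 3) at P7. The number at P7 was 1.237 times that at P1 (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 samples against 3 allow). The bases covered by peaks were 93.27 ± 3.45 Mb at P1, 80.03 ± 3.63 Mb at P3, 93.77 ± 10.0 Mb at P5 and 96.04 ± 3.67 Mb at P7, and the ratio of P7 to P1 was 1.03 (exact permutation test, two-sided, p = 0.371). Keeping only peaks with a -log10 q of at least 5 gave ratios of 1.275 for the number of peaks and 1.032 for the covered bases.

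**Figure D5:**
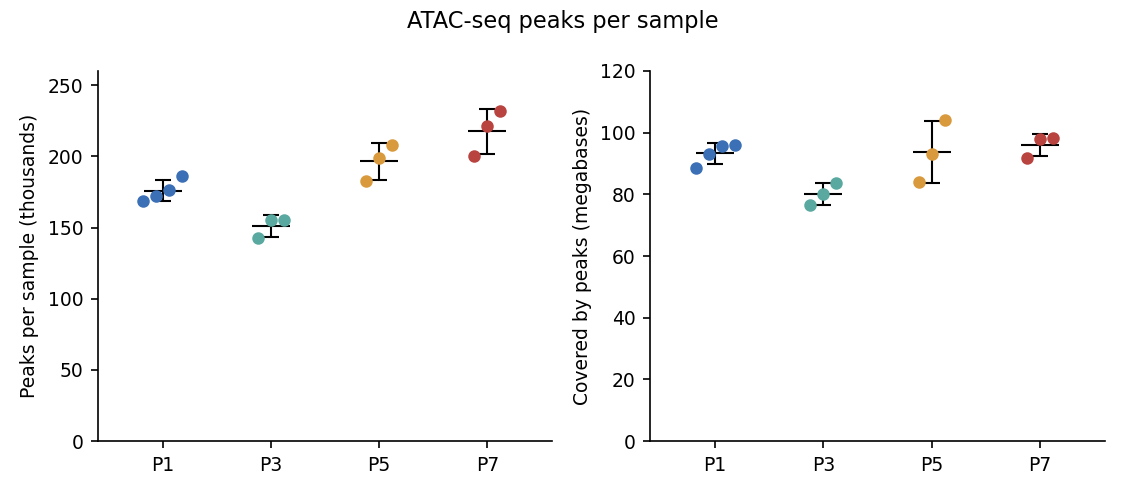
Number of peaks per sample (left) and bases covered by peaks (right) by passage (horizontal axes), with 1 point per ATAC-seq sample and bars at the mean and SD. Every P7 sample has more peaks than every P1 sample, while the covered bases overlap.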

**Figure 3:**
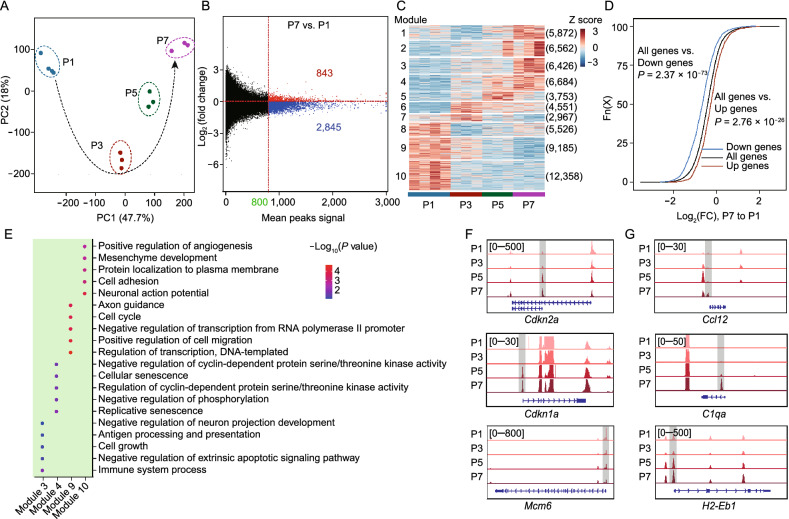
**Chromatin accessibility dynamics of replicative senescence in mouse skin fibroblasts**. (A) PCA of chromatin accessibility detected with ATAC-seq in skin fibroblasts during RS. P1 (blue), P3 (dark red), P5 (dark green) and P7 (purple), (*n* = 4 for P1 and *n* = 3 for P3, P5 and P7). (B) MA plot of senescent cells (P7) and proliferating cells (P1) showing the log2 ratios of peak accessibility versus the mean normalized read count for all atlas peaks. For peaks with a mean signal greater than 800, the numbers of peaks with open (red) and closed (blue) chromatin accessibility were calculated. (C) Heatmap showing 10 major modules of dynamic accessibility of peaks during RS. The number of peaks within each module is given in parentheses (*n* = 4 for P1 and *n* = 3 for P3, P5 and P7). (D) Cumulative distribution showing the chromatin accessibility differences between peaks related to RS-associated up-regulated genes and down-regulated genes (P7 vs P1). Peaks associated with up-regulated genes had greater accessibility when compared with all genes (*P* = 2.76 × 10^−26^). Peaks associated with down-regulated genes had lower accessibility when compared with all genes (*P* = 2.37 × 10^−73^). (E) Biological process GO term enrichment analysis based on genes related to peaks in selected modules, with only the top 5 significantly enriched terms shown. The color of each point represents the significance of the enrichment. (F and G) Browser showing chromatin accessibility changes during RS. Browser representation of normalized ATAC-seq coverage around TSS of cell cycle regulators, including *Cdkn2a*, *Cdkn1a* and *Mcm6* (F) and inflammatory response-related genes, including *Ccl12*, *C1qa* and *H2-Eb1* (G). The grey bars highlighted aging-associated peaks in promoter regions. Data were analyzed by *t-*test (D)

To further explore chromatin accessibility dynamics with passaging, we identified differentially changed peaks during RS and divided them into 10 modules using unsupervised methods (See METHODS). Importantly, open peaks from module 3 and module 4, and closed peaks from module 9 and module 10 showed monotonic changes with passaging, and were identified as RS-associated peaks (Fig. 3C), which were evenly distributed across the chromosomes (Fig. S3B). Peaks annotation demonstrated that RS-associated closed peaks were more likely to be located in promoter regions (10.51% and 2.05% for module 9 and module 10, respectively) in comparison with RS-associated open peaks (0.75% and 0.64% for module 3 and module 4, respectively) (Fig. S3C). 

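The modules of the paper rest on read counts within peaks, which the peak lists do not hold, so consensus peaks gained and lost between P1 and P7 were compared. From P1 to P7, 33287 peaks were gained and 6295 were lost. Within 1000 bases of a transcription start site lay 504 of the gained peaks (1.51%) and 495 of the lost peaks (7.86%), an odds ratio of 5.55 (Fisher's exact test, two-sided, p = 1.65e-139, across peaks). Among all consensus peaks of P1, the share was 11.3%. The alternative that moved the number of gained peaks most was to take the same number of top-ranked peaks from every sample, which gave 13634 gained and 11276 lost peaks, with 1.37% and 9.17% of them in promoters (odds ratio 7.26).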

Considering that RS was found to be associated with increased DNA methylation in TFBSs, these results might indicate decreased transcriptional activity with passaging.

The epigenetic state of promoter regions influences the expression of corresponding downstream genes (Qu et al., 2017; Wong et al., 2017). 

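Promoter peaks gained and lost between P1 and P7 were compared between genes called higher and genes called lower at P7 in the RNA-seq data. Of the 1085 genes called higher with a promoter in the annotation, 39 (3.59%) had a gained peak within 1000 bases of a transcription start site and 13 (1.2%) a lost one. Of the 1784 genes called lower, 36 (2.02%) had a gained peak and 73 (4.09%) a lost one. The odds ratio was 6.08 (Fisher's exact test, two-sided, p = 6.63e-07, across genes). Among the 10529 other tested genes, 166 had a gained and 192 a lost promoter peak. Leaving out each of the 7 samples in turn gave odds ratios from 3.63, without replicate 4 of P1, to 6.8.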

Through integrative analysis of ATAC-seq and RNA-seq, we found that the promoter accessibility of RS-associated up-regulated genes was significantly greater than that of RS-associated down-regulated genes (Fig. 3D). Next, we examined the biological processes influenced by RS-associated peaks through GO analysis of corresponding genes (See METHODS). In agreement with transcriptional analysis, peaks from module 3 were enriched with development, apoptotic signaling and immune system process. Peaks from module 4 were enriched with cellular senescence and protein kinase activity, whereas peaks from module 9 and 10 were enriched with cell cycle and cellular interaction-related processes (Fig. 3E). These results demonstrated that the transcriptional signatures of cellular senescence were associated with corresponding epigenetic changes. Moreover, up-regulation of the inflammatory response and down-regulation of proliferative capacity were found to be the main signatures of RS in both transcriptome and epigenome.

To confirm epigenetic changes underlying RS-associated transcriptional signatures, we visualized the promoter accessibility dynamics of selected genes with Integrative Genomics Viewer (IGV). For example, *Cdkn2a* (*p16*) and *Cdkn1a* (*p21*) are negative regulators of cell cycle, which are widely used as senescence markers. The IGV showed that the promoter accessibility of these two genes gradually increased with passaging. However, for cell cycle positive regulators, such as *Mcm6*, the promoter accessibility gradually decreased with passaging (Fig. 3F). 

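Cdkn2a has 2 transcription start sites in the annotation of GRCm38, which were not assigned to p16 or p19ARF here. At the one at position 89282192 of chromosome 4, every sample had a peak within 1000 bases, whose strength rose from percentile 57.0 ± 3.0 (SD, n = 4) at P1 to 67.3 ± 8.5 at P3, 86.0 ± 3.0 at P5 and 86.7 ± 4.6 at P7 (n = 3 each; P7 against P1, exact permutation test, two-sided, p = 0.0286). The bases covered by peaks within this window rose from 611.8 ± 117 to 1187 ± 85.4. At the upstream start site at 89294619, the strongest peak fell from percentile 93.9 ± 1.6 at P1 to 84.5 ± 2.3 at P7. For Cdkn1a, the peak at the start site at 29093769 of chromosome 17 was at percentile 93.4 ± 2.5 at P1 and 89.6 ± 5.5 at P7 (exact permutation test, two-sided, p = 0.286). At the other start site of Cdkn1a, at 29090979, there was no peak in the 4 P1 and 3 P3 samples, while 2 of 3 P5 samples and 3 of 3 P7 samples had one, at percentile 29.2 ± 3.1 at P7. The bases covered within 1000 bases of it were 229.7 ± 41.9 at P7 and 0 at P1 (exact permutation test, two-sided, p = 0.0286).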

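At the transcription start site of Mcm6, at position 128359705 of chromosome 1, all 13 ATAC-seq samples had a peak. Its strength fell from percentile 94.9 ± 0.2 (SD, n = 4) at P1 to 89.0 ± 2.0 at P3, 83.7 ± 4.2 at P5 and 78.7 ± 4.1 at P7 (n = 3 each; P7 against P1, exact permutation test, two-sided, p = 0.0286). The bases covered by peaks within 1000 bases were 1233 ± 172 at P1 and 1015 ± 40.6 at P7 (exact permutation test, p = 0.114).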

In line with this, decreased promoter accessibility of most cell cycle-related genes was observed with RS (Fig. S3D and S3E). In contrast, for inflammatory response related genes, such as *Ccl12*, *C1qa* and *H2-Eb1*, the promoters showed increased chromatin accessibility with passaging (Fig. 3G).

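Within 1000 bases of the start site of Ccl12, at position 82101845 of chromosome 11, no P1 sample had a peak, while 1 of 3 samples of P3, 3 of 3 of P5 and 2 of 3 of P7 had one (covered bases at P7 against P1, exact permutation test, two-sided, p = 0.143). Ccl12 had 20 reads over the 4 RNA-seq libraries of P1, 1 at P3, 5 at P5 and 12 at P7, too few for the test of expression. At C1qa (start site 136898844 of chromosome 4), no sample of P1 or P3 had a peak, 1 of 3 samples of P5 had one and all 3 of P7 had one, at percentile 43.6 ± 8.6 (covered bases at P7 against P1, exact permutation test, two-sided, p = 0.0286). Expression of C1qa moved the other way, from 18.05 ± 4.11 CPM at P1 (n = 4) to 1.388 ± 0.597 at P3, 0.6953 ± 0.171 at P5 and 0.3369 ± 0.438 at P7, with a log2 fold change of -5.69 at P7 (standard error 0.44, adjusted p = 1.27e-09 from edgeR). At H2-Eb1 (start site 34305867 of chromosome 17), every sample had a peak, at percentile 77.1 ± 1.7 at P1, 77.9 ± 2.6 at P3, 88.7 ± 1.1 at P5 and 93.0 ± 3.1 at P7 (exact permutation test, two-sided, p = 0.0286), while the covered bases were 627 ± 86.6 at P1 and 594.3 ± 15.5 at P7 (p = 0.886, exact permutation test). Its expression fell from 2.169 ± 0.476 CPM at P1 to 0.4757 ± 0.157 at P7, a log2 fold change of -2.17 (standard error 0.32, adjusted p = 8.57e-06). C1qa belongs to a list of macrophage markers that was lower as a list at P3, P5 and P7 than at P1.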

Altogether, these results demonstrated that RS was accompanied by significant epigenetic changes, which could in further influence transcriptome. In addition, up-regulation of inflammatory response and down-regulation of proliferative capacity were two main signatures of RS in both transcriptome and epigenome.

### Identification of replicative senescence-associated regulatory TFs

TFs were involved in regulation of various biological processes (Spitz and Furlong, 2012). Thus, we speculated that the cellular senescence program could be regulated by specific TFs like other cellular processes. To identify RS-associated TFs, we firstly performed motif enrichment analysis based on RS-associated peaks using HOMER. Notably, RS-associated open peaks (module 3 and module 4) were enriched with TEA family TFs, like TEAD1 and TEAD3, which were also revealed in human senescent cells recently (Chan et al., 2021). In addition, peaks from module 3 were also found to be enriched with motifs from AP-1 family TFs (Fig. 4A), which was observed to activate in oncogene-induced senescence recently (Martínez-Zamudio et al., 2020). 

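The summit of the strongest peak in each gained peak and 100 bases on each side were searched for the TEAD consensus RCATTCCW, where R is A or G and W is A or T. A match was present in 4185 of the 33287 peaks gained from P1 to P7 (12.57%) and in 17792 of the 178011 other consensus peaks of P1 and P7 (9.995%), an odds ratio of 1.295 (Fisher's exact test, two-sided, p = 2.03e-43, adjusted p = 7.11e-43 over 14 tests of 7 motifs). Against peaks of the same GC content, the odds ratio was 1.159, and against peaks of the same strength, an alternative chosen after the data were seen, it moved most, to 1.542. Peaks are not independent replicates. Over samples, the share of all peaks with the TEAD consensus was 9.257 ± 0.375% at P1 (SD, n = 4), 11.03 ± 0.0617% at P3, 11.17 ± 0.156% at P5 and 10.37 ± 0.0771% at P7 (n = 3 each; P7 against P1, exact permutation test, two-sided, p = 0.0286, adjusted p = 0.04 over 7 motifs). The consensus does not separate TEAD1 from TEAD3.

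**Figure D6:**
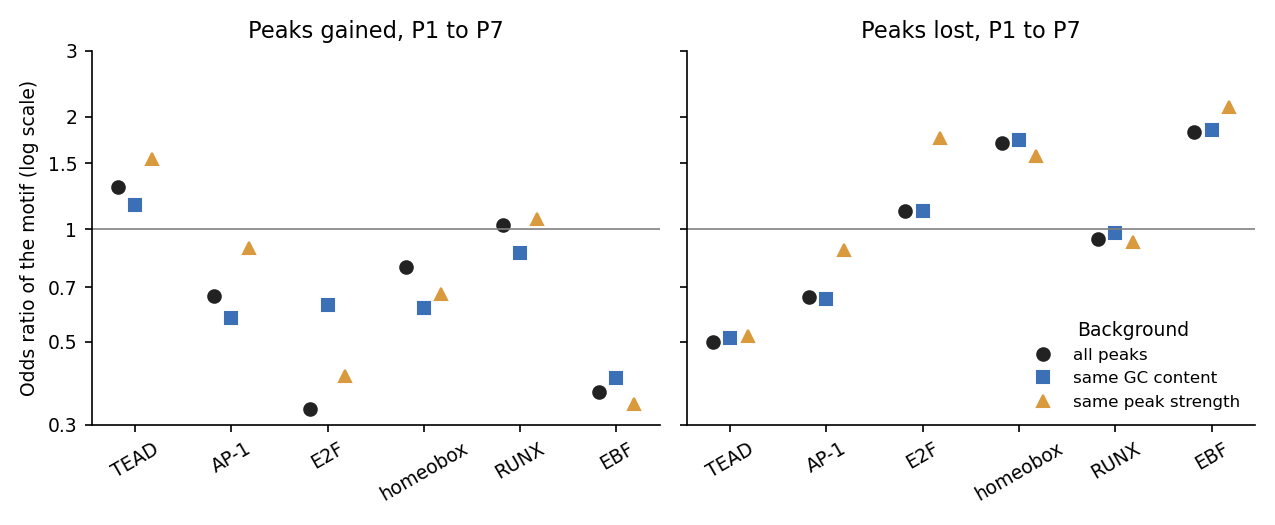
Odds ratio (vertical axis, log scale) of 6 motifs (horizontal axis) in the peaks gained (left) and lost (right) from P1 to P7, with 1 symbol per background. The TEAD motif lies above 1 in gained peaks, and the AP-1 motif below 1, against all 3 backgrounds.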

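The AP-1 consensus was present in 6278 of the 33287 peaks gained from P1 to P7 (18.86%) and in 46161 of the 178011 other consensus peaks (25.93%), an odds ratio of 0.6639 (Fisher's exact test, two-sided, p = 1.13e-173, adjusted p = 1.58e-172). Gained peaks were weaker than the others, with a median -log10 p of 12.0 against 41.4. With a background of the same peak strength the odds ratio was 0.8901, and with a background of the same GC content 0.5792. The share of all peaks of a sample with the AP-1 consensus was between 24.38% and 25.3% in the 4 samples of P1 and 23.88 ± 0.122% at P7 (SD, n = 3; exact permutation test, two-sided, p = 0.0571). Among the same number of top-ranked peaks of every sample, it was 26.8 ± 0.625% and 26.65 ± 0.562% (exact permutation test, p = 0.743). At P3 and P5 the share was 24.46 ± 0.434% and 23.14 ± 0.688% of all peaks. Among top-ranked peaks it was 25.19 ± 1.04% and 25.26 ± 0.82%. The mean share thus rose from P5 to P7 by both measures, a step that was not tested.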

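In the 6295 peaks lost from P1 to P7, the EBF consensus TCCCNNGGGA was present in 122 (1.938%), compared with 2197 of the 205003 other consensus peaks (1.072%), an odds ratio of 1.824 (Fisher's exact test, two-sided, p = 3.9e-09, adjusted p = 6.07e-09). The homeobox core TAATTA, which LHX factors share with many other homeobox proteins, was present in 447 lost peaks (7.101%) and 8836 others (4.31%), an odds ratio of 1.697 (Fisher's exact test, two-sided, p = 8.19e-23, adjusted p = 1.64e-22). Over samples, the share of all peaks with the EBF consensus was 1.289 ± 0.0528% at P1 (SD, n = 4) and 1.024 ± 0.0342% at P7 (n = 3), and that with the homeobox core 4.687 ± 0.167% and 4.114 ± 0.0922% (exact permutation test, two-sided, p = 0.0286 for each).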

In RS-associated closed peaks (module 9 and module 10), motifs from EBF, LHX family TFs were significantly enriched (Fig. S4A).

**Figure 4:**
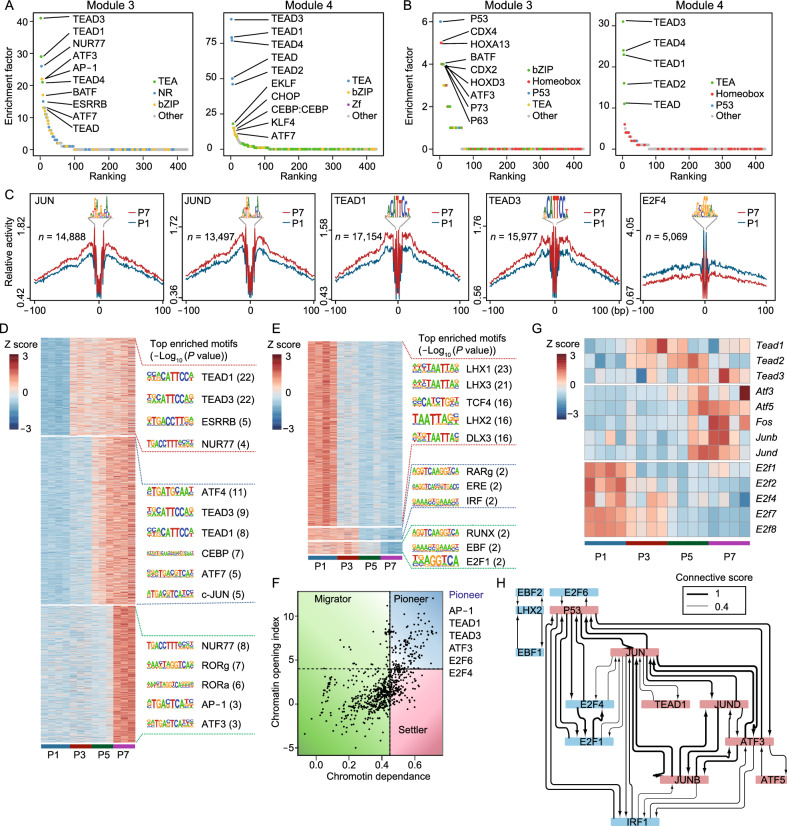
**Identification of replicative senescence-associated regulatory TFs**. (A and B) Ranking of motifs enriched in senescence-associated open peaks. The colors of the points represent different TF families. (A) All open peaks from module 3 and module 4. (B) Open peaks located at enhancer regions from module 3 and module 4. (C) Transcription factor footprinting in chromatin-accessible regions based on ATAC-seq. The mean normalized ATAC-seq coverage averaging the forward and reverse strand within 100 bp upstream and downstream of the TF motif is shown. The red line represents P7, and the blue line represents P1. (D) Heatmap showing peaks appearing in closed regions during RS. Selected enriched motifs from these peaks and the corresponding levels of enrichment significance are shown. (E) Heatmap showing peaks disappearing from open regions during replicative senescence. Selected enriched motifs from these peaks and the corresponding levels of enrichment significance are shown. (F) Classification of transcription factors based on chromatin dependence (CD) and the chromatin opening index (COI). Pioneer factors (blue box, COI > 4 and CD > 0.45), settler factors (red box, COI < 4 and CD > 0.45) and migrator factors (green box, CD < 0.45) were defined, and selected top pioneer factors are shown. (G) Heatmap showing the expression dynamics of potential regulatory TFs of RS. (H) Regulatory networks showing the connections between RS-associated TFs. TFs with pink backgrounds have increased activity during senescence, and TFs with blue backgrounds have decreased activity during senescence. The thickness of the lines between TFs indicates the connectivity score

Enhancers are specific genome regions, which influence the TF binding and expression of relatively distant genes (Spitz and Furlong, 2012). Based on H3K4me1 and H3K27ac ChIP-seq data from public database GSE117210 (Guan et al., 2020), we identified enhancer regions in senescent mouse fibroblasts (See METHODS). To further explore TFs enriched in enhancers during RS, we performed motif enrichment analysis based on ATAC-seq peaks overlapped with enhancer regions. For peaks from module 3, the most enriched TF located at enhancers was P53, a negative regulator of cell cycle in various senescence models. In addition, for peaks from module 4, the top enriched TFs located at enhancers were from TEA family, including TEAD3, TEAD1 (Fig. 4B). In contrast, for RS-associated closed peaks (cluster 9 and cluster 10), the top enriched motifs located at enhancers included EBF, ETV2 and LHX3 (Fig. S4B).

The activity changes of TFs could be reflected through relative coverage around binding sites using RGT-HINT (Li et al., 2019). Through analysis, we found that AP-1 family TFs, including cJUN and JUND, and TEA family TFs, including TEAD1 and TEAD3, showed increased activity with passaging. In contrast, E2F4 showed decreased activity with senescence (Figs. 4C, S4C and S4D).

Among TFs, pioneer factors could bind to compact chromatin regions, open these regions and recruit other factors to bind around (Iwafuchi-Doi and Zaret, 2014), which may play crucial roles in regulating the senescence program. According to the characteristics of pioneer factors, we hypothesized that newly appeared peaks during RS might be due to pioneer factors binding. Based on this hypothesis, we identified newly appeared peaks during passaging and performed motif enrichment analysis. The results demonstrated that TEA family TFs were significantly enriched in newly appeared peaks from P1 to P3. In addition, the most significantly enriched TFs in newly appeared peaks at P5 and P7 were AP-1 family TFs (Fig. 4D). 

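From P1 to P3, 5624 consensus peaks were gained. The TEAD consensus was present in 960 of them (17.07%) and in 16075 of the 159366 other consensus peaks of the pair of passages (10.09%), an odds ratio of 1.835 (Fisher's exact test, two-sided, p = 2.47e-55, adjusted p = 1.73e-54 over 42 tests of 7 motifs at 3 steps). It was 1.677 against peaks of the same GC content. The AP-1 consensus was less frequent in these gained peaks (15.29%) than in the others (26.07%), with an odds ratio of 0.512 (Fisher's exact test, p = 8.93e-82). The number of gained peaks depended on single samples, with 2825 without replicate 3 of P3.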

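From P3 to P5, 28381 consensus peaks were gained, and 14823 from P5 to P7. The AP-1 consensus was present in 18.58% of the peaks gained at P5 and 25.03% of the other consensus peaks of P3 and P5, an odds ratio of 0.6833 (Fisher's exact test, two-sided, p = 2.08e-127, adjusted p = 4.37e-126). Of the peaks gained at P7, 25.38% had the consensus, against 24.07% of the others, an odds ratio of 1.073 (Fisher's exact test, two-sided, p = 3.32e-04, adjusted p = 4.98e-04). Against peaks of the same GC content, the odds ratio at P7 was 0.9559 (Fisher's exact test, p = 0.0291), without replicate 3 of P5 it was 0.9919, and against peaks of the same strength it was 1.647. The TEAD consensus had odds ratios of 0.9498 at P5 and 0.6872 at P7 in the gained peaks. Without replicate 2 of P5, 13425 peaks were gained from P3 to P5, and without replicate 2 of P7, 5802 were gained from P5 to P7. The paper reasons that peaks that newly appear may come from the binding of pioneer factors, and from the motifs in them it names TEA and AP-1 factors.

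**Figure D7:**
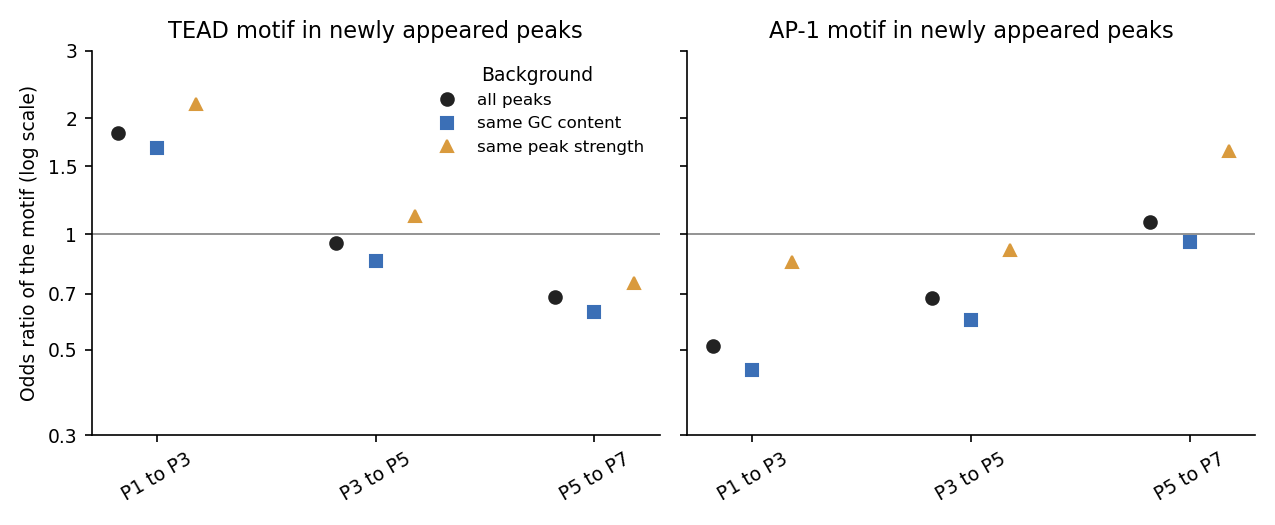
Odds ratio (vertical axis, log scale) of the TEAD motif (left) and the AP-1 motif (right) in the peaks gained at each step of passaging (horizontal axis), with 1 symbol per background. The TEAD motif is highest from P1 to P3, and the AP-1 motif from P5 to P7.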

We also identified peaks that disappeared during RS and performed motif enrichment analysis. Consistent with the motif analysis described above, these peaks were mainly enriched with TFs from LHX, RUNX and E2F families (Fig. 4E). 

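Lost were 15685 consensus peaks from P1 to P3, 1848 from P3 to P5 and 6060 from P5 to P7. The homeobox core had odds ratios in the lost peaks of 1.732 (Fisher's exact test, two-sided, p = 8.8e-55, adjusted p = 5.28e-54), 0.9317 (p = 0.599) and 1.284 (p = 3.89e-05) at these steps. The RUNX consensus TGTGGTTW had odds ratios of 0.7794 (Fisher's exact test, p = 1.76e-10), 0.629 (p = 5.4e-05) and 1.649 (p = 1.24e-24, adjusted p = 4.34e-24). The E2F consensus had odds ratios of 0.4284 (Fisher's exact test, p = 2.25e-37), 1.008 (p = 0.939) and 0.8647 (p = 0.131). Over samples, the share of all peaks with the E2F consensus was 2.598 ± 0.0649% at P1 (SD, n = 4) and 2.244 ± 0.0287% at P7 (n = 3), and 2.814 ± 0.0244% and 2.549 ± 0.0195% among the same number of top-ranked peaks (exact permutation test, two-sided, p = 0.0286 for each). The share with the RUNX consensus was 5.23 ± 0.0966% and 5.299 ± 0.159% (exact permutation test, two-sided, p = 0.571). At P3 and P5 the RUNX share was 5.65 ± 0.0783% and 5.93 ± 0.109%. Without replicate 3 of P3, 678 peaks were lost from P3 to P5, and without replicate 2 of P5, 2187 were lost from P5 to P7.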

As reported, pioneer factors could also be identified through calculating chromatin dependence (CD) and chromatin opening index (COI) using PIQ based on ATAC-seq (Sherwood et al., 2014). In our analysis, TFs with CD greater than 0.45 and COI greater than 4 were identified as pioneer factors. Consistent with the analysis described above, AP-1, TEAD1, TEAD3, ATF3, E2F4 and E2F6 were included in identified pioneer factors of RS (Fig. 4F).

Next, we examined changes in expression levels of RS-associated TFs during senescence. 

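Atf3 (chromosome 1, 191170296 to 191183333) had a mean of 7.762 ± 0.284 CPM at P1 (n = 4), 9.72 ± 0.141 at P3, 14.35 ± 3.04 at P5 and 14.79 ± 7.83 at P7. Its log2 fold change at P7 was 0.93 against P1 (standard error 0.24, adjusted p = 0.00221 from edgeR) and 0.04 against P5 (standard error 0.23, adjusted p = 0.926). Without replicate 4 of P7, the change against P5 was -0.39. Fos (chromosome 12, 85473890 to 85477274) rose from 8.695 ± 0.905 CPM at P1 to 10.83 ± 0.915, 11.81 ± 1.88 and 17.28 ± 3.92, with log2 fold changes of 0.99 at P7 against P1 (standard error 0.16, adjusted p = 2.12e-05) and 0.55 against P5 (standard error 0.16, adjusted p = 0.0196). The adjusted p against P5 rose above 0.05 without replicate 1 of P5, replicate 1 of P7 or replicate 2 of P7 (0.06, 0.064 and 0.0627). Replicate 3 of P1, at 10.05 CPM, and replicate 3 of P5, at 14.6 CPM, lay above the other libraries of their passages for Fos. Junb (chromosome 8, 84976909 to 84978748) had a log2 fold change of 0.46 against P1 (standard error 0.18, adjusted p = 0.031), which was 0.28 (adjusted p = 0.0741) with the trend on GC content removed and 0.35 (adjusted p = 0.109) without replicate 4 of P1. Against P5 it was 0.28 (adjusted p = 0.32). Jund (chromosome 8, 70697739 to 70700616) had 0.58 against P1 (standard error 0.18, adjusted p = 0.00803) and 0.09 against P5 (adjusted p = 0.785). Without replicate 2 of P5, the change of Jund against P5 was -0.06. Atf5, another member of the superfamily, overlaps Nup62 on the other strand and had a log2 fold change of 0.85 against P1 (standard error 0.16, adjusted p = 9.23e-05).

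**Figure D8:**
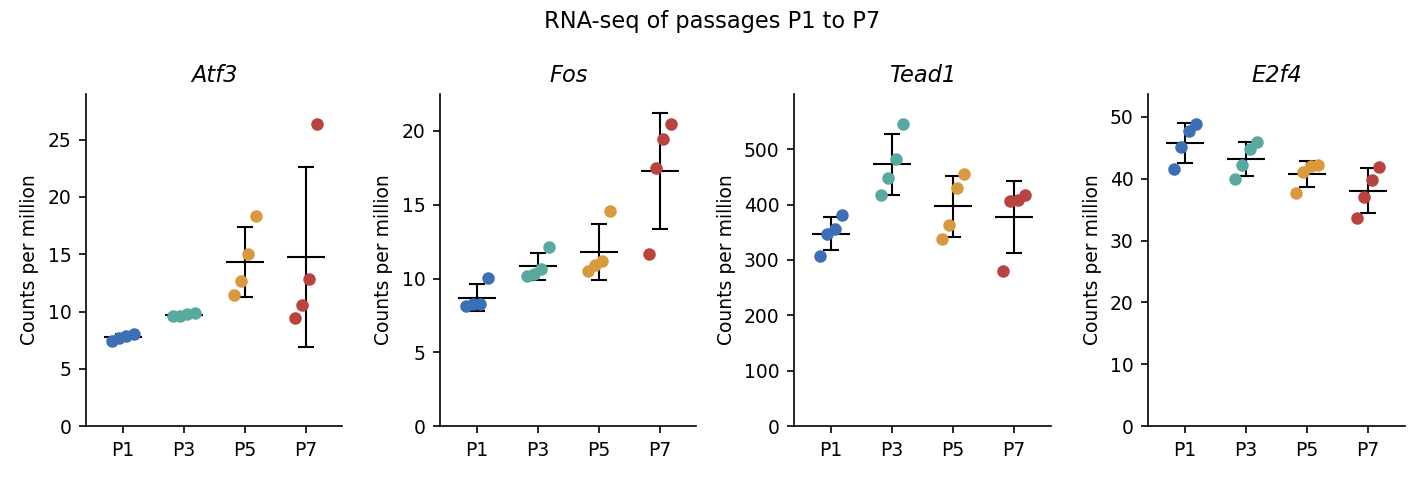
CPM (vertical axis) of Atf3, Fos, Tead1 and E2f4 in each RNA-seq library by passage (horizontal axis), with 1 point per library and bars at the mean and SD of 4 libraries. The mean of Fos is 8.695 at P1 and 17.28 at P7.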

Consistent with the observed changes in TF activity, AP-1 family TFs, including *Atf3*, *Fos*, *Junb* and *Jund* showed increased expression when cells entered into late senescence. TFs from TEA family, such as *Tead1*, showed increased expression even from the early stage of passaging. In contrast, the expression of E2F family TFs, including *E2f4*, decreased gradually with passaging (Fig. 4G). In addition, regulatory networks analysis of identified RS-associated TFs showed a complicated regulatory relationship between these TFs. 

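Tead1 (chromosome 7, 112679356 to 112906784) had a mean of 347.6 ± 30.5 CPM at P1 (n = 4), 472.6 ± 55.1 at P3, 396.7 ± 55.2 at P5 and 377.6 ± 65.6 at P7. Its log2 fold change against P1 was 0.44 at P3 (standard error 0.12, adjusted p = 0.0103 from edgeR) and 0.12 at P7 (standard error 0.12, adjusted p = 0.418). In P7, replicate 1 had 279.5 CPM against 405.6 to 416.6 in the other libraries, and without it the change at P7 was 0.24 (adjusted p = 0.059). Against P5, the change at P7 was -0.07 (adjusted p = 0.75), and 0.05 without the same library. Tead2 and Tead3 had log2 fold changes of 0.16 (adjusted p = 0.165) and 0.23 (adjusted p = 0.0939) at P7 against P1.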

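E2f4 (chromosome 8, 105297663 to 105305370) had a mean of 45.81 ± 3.2 CPM at P1 (n = 4), 43.2 ± 2.68 at P3, 40.8 ± 2.14 at P5 and 38.1 ± 3.59 at P7. Its log2 fold change at P7 was -0.27 against P1 (standard error 0.09, adjusted p = 0.0122 from edgeR) and -0.10 against P5 (adjusted p = 0.48). Without replicate 4 of P7, the change against P1 was -0.21 (adjusted p = 0.0545). At P3 it was -0.09 against P1 (adjusted p = 0.477), and 0.01 with the trend on GC content removed. Other genes of the family changed more at P7 against P1, with log2 fold changes of -2.45 for E2f2 (standard error 0.36, adjusted p = 8.13e-06), -3.23 for E2f7 (standard error 0.21, adjusted p = 1.47e-10) and -3.43 for E2f8 (standard error 0.24, adjusted p = 2.64e-10). E2f1 had -0.41 (standard error 0.11, adjusted p = 0.00419). The counts of E2f1, which overlaps Necab3 on the same strand, and of E2f8, which overlaps Gm2788 on the other strand and was counted without regard to strand, are uncertain.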

Interestingly, P53, a widely used senescence marker, was found to be under the common regulation of AP-1 and E2F family TFs (Fig. 4H).

Taken together, several potential regulatory TFs of RS were identified by integrative analysis of transcriptome and epigenome. Among them, TFs from TEA and AP-1 family showed increased activity and expression with passaging, like TEAD1 and ATF3. In contrast, TFs from E2F family showed decreased activity and expression, like E2F4.

### E2F4 affects RS-associated phenotypes as a regulatory TF

E2F4 was identified as a potential regulatory TF of RS in our previous analysis (Fig. 4C and 4F), which was also enriched in RS-associated down-regulated genes (Fig. 1D). In addition, conserved change in expression of E2F4 with passaging was observed in human cells after analysis of public RNA-seq data from GSE109700 (De Cecco et al., 2019) (Fig. S5A), suggesting that the regulatory role of E2F4 in senescence may be species conserved.

To further explore the regulatory roles of E2F4 in RS, we performed an integrative analysis of RNA-seq and ATAC-seq data with DiffTF (Berest et al., 2019). E2F4 was identified as a positive regulator of downstream genes (*P* < 0.001) (Fig. S5B). Notably, E2F4 CUT&Tag analysis indicated that E2F4 regulated cell cycle process during senescence (Fig. S5C), highlighting regulatory roles of E2F4 in RS.

To explore the effects of E2F4 in RS, we overexpressed *E2f4* using a lentivirus system in pre-senescence mouse skin fibroblasts (P4), in which *E2f4* was expressed after doxycycline treatment (Fig. 5A). In this system, significantly increased *E2f4* expression was observed when compared with control (Fig. 5B and 5C). Moreover, the expression level of *E2f4* was correlated with the amount of lentivirus added (Fig. S5D). 

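The RNA-seq data of this experiment are 2 libraries of fibroblasts with E2f4 overexpression and 2 of control cells, and the total counts were 21089632 and 27552949 with overexpression and 17433172 and 22626120 in control. The results of the paper give the cells as P4 and its methods as P6. The raw counts were made and tested in the same way as those of the passages, with 13199 genes left after the filter and a biological coefficient of variation of 0.0987. Of these, 2394 genes were called changed, 1015 higher and 1379 lower. Among the 21 tested genes that the paper names, 18 had an adjusted p under 0.05 when adjusted over the list alone and 17 when adjusted over all genes tested. Reads outside annotated genes were 6.01% and 5.64% of the assigned, ambiguous and unassigned reads with overexpression and 11.5% and 10.8% in control. The fold changes followed the GC content of the transcripts (Spearman's rho 0.565 across 13175 genes, which are not independent replicates). When a trend on GC content was removed from each library, an alternative chosen after the data were seen, 1565 genes were called, 1162 of them among the 2394. With 2 libraries per group, no permutation of the labels can give a p-value under 0.05. The called genes with the highest log2 fold changes were E2f4, H19 at 4.20 (standard error 0.16, adjusted p = 1.01e-07 from edgeR) and Mest, which overlaps Copg2 on the other strand, at 4.05 (standard error 0.14, adjusted p = 1.01e-07). Those with the lowest were Dkk2 at -3.15, Cd53 at -2.95 and Malat1 at -2.92. E2f4 rose from 41.5 ± 8.55 CPM in control to 1149 ± 43.8 with overexpression (SD, n = 2 each), a log2 fold change of 4.79 (standard error 0.15, adjusted p = 7.07e-08).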

Interestingly, relatively higher amounts of lentivirus (MOI = 8 and MOI = 12) decreased cellular density and EdU percentage when compared with control (Fig. S5E and S5F). In comparison, cellular density and proliferative capacity were optimized with a lower MOI of 4, and this condition was used for further examination.

**Figure 5:**
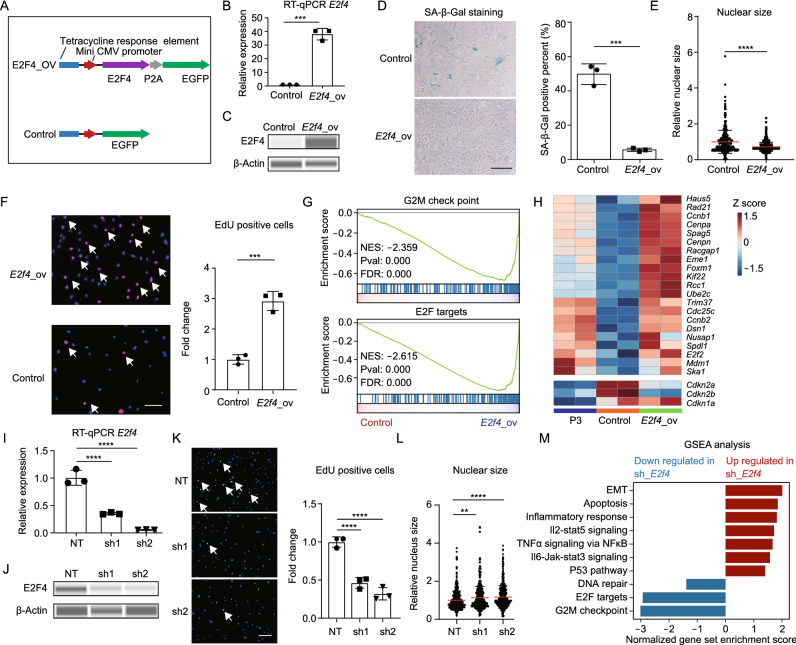
**E2F4 affects replicative senescence-associated phenotypes as a regulatory TF**. (A) Structures of plasmids used for EGFP-labeled E2F4 expression under doxycycline induction and corresponding control. (B) RT-qPCR showing the change in the *E2f4* expression level after overexpression with lentivirus, (*n* = 3). (C) Immunoblot showing the change in E2F4 protein level after overexpression. (D) Change in SA-β-Gal activity after *E2f4* overexpression. SA-β-Gal positive percentage was estimated based on 3 different views, and the points indicated the average value, (*n* = 3). Scale bar = 200 μm. (E) Scatter plot showing the nuclear size distribution after *E2f4* overexpression based on nuclear staining. Nuclear size was calculated using ImageJ, (*n* = 3). (F) EdU staining showing the change in proliferating capacity after *E2f4* overexpression. Red dots indicate EdU positive cells (white arrows), and the EdU-positive percentage was calculated with ImageJ. The positive percentage was estimated based on 5 different views, and the points indicated the average value, (*n* = 3). Scale bar = 200 μm. (G) GSEA showing changes in cell cycle-related terms after *E2f4* overexpression based on RNA-seq. (H) Heatmap showing changes in the expression levels of cell cycle-related genes, including positive regulators (up) and negative regulators (down). P3 samples were used as proliferating cell control, (*n* = 2). (I) RT-qPCR detecting the change in *E2f4* expression level after shRNA-mediated knockdown, (*n* = 3). (J) Immunoblot showing the change in E2F4 protein level after knockdown. (K) EdU staining showing the change in proliferating capacity after *E2f4* knockdown. Green dots represent EdU-positive cells (white arrows), (*n* = 3). Scale bar = 200 μm. (L) Scatter plot showing the nuclear size distribution after *E2f4* knockdown based on nuclear staining. Nuclear size was calculated using ImageJ, (*n* = 3). (M) Bar plot showing the changes of RS-associated pathways after *E2f4* knockdown through GSEA analysis. Blue bar indicates down-regulated pathways, and red bar indicates up-regulated pathways after *E2f4* knockdown, (*n* = 3). Data were analyzed by one-way ANOVA (I, K and L) and *t*-test (B, D, E and F). Error bars denote for the SD. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05

Compared with control, we found cells with *E2f4* overexpression had significantly decreased SA-β-Gal activity, smaller nuclear size and increased proliferative capacity (Fig. 5D–5F). 

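With E2f4 overexpression, 36 of the 43 S-phase genes were higher than in control, with a median log2 fold change of 0.64 (adjusted p = 1.32e-06, camera), and 42 of the 54 G2/M genes were higher, with a median of 0.53 (adjusted p = 9.33e-07). Both calls held under fry, and neither held with the correlation estimated from the data (adjusted p = 0.314 and 0.337). With the trend on GC content removed, the adjusted p of the S-phase genes was 2.7e-16. Mcm6 rose from 113.1 ± 2.68 CPM in control to 194.9 ± 4.45 (SD, n = 2 each), a log2 fold change of 0.79 (standard error 0.10, adjusted p = 1.21e-04 from edgeR).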

Consistent with the EdU staining results, the transcriptional analysis showed that the expression of cell cycle-related genes was significantly increased by *E2f4* overexpression (Figs. 5G, 5H and S5G). In contrast, negative regulators of cell cycle, including *Cdkn2a* and *Cdkn2b*, showed decreased expression when compared with control (Fig. 5H), which highlighted the regulatory role of E2F4 in proliferation. 

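Cdkn2a fell from 48.77 ± 0.38 CPM in control to 27.37 ± 1.75 with E2f4 overexpression (SD, n = 2 each), a log2 fold change of -0.83 (standard error 0.12, adjusted p = 2.05e-04 from edgeR). Cdkn2b (chromosome 4, 89306289 to 89311032) fell from 37.78 ± 1.26 to 22.85 ± 1.16 CPM, a log2 fold change of -0.72 (standard error 0.12, adjusted p = 6.22e-04). With the trend on GC content removed, the changes were -1.42 and -1.13, and without this correction neither gene passed the fold change of 2. Cdkn1a had 482.6 ± 34.8 CPM with overexpression and 453.8 ± 58.3 in control, a log2 fold change of 0.09 (standard error 0.12, adjusted p = 0.527), which was -0.25 with the trend on GC content removed. The paper reads the lower Cdkn2a and Cdkn2b as pointing to a role of E2F4 in proliferation.

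**Figure D9:**
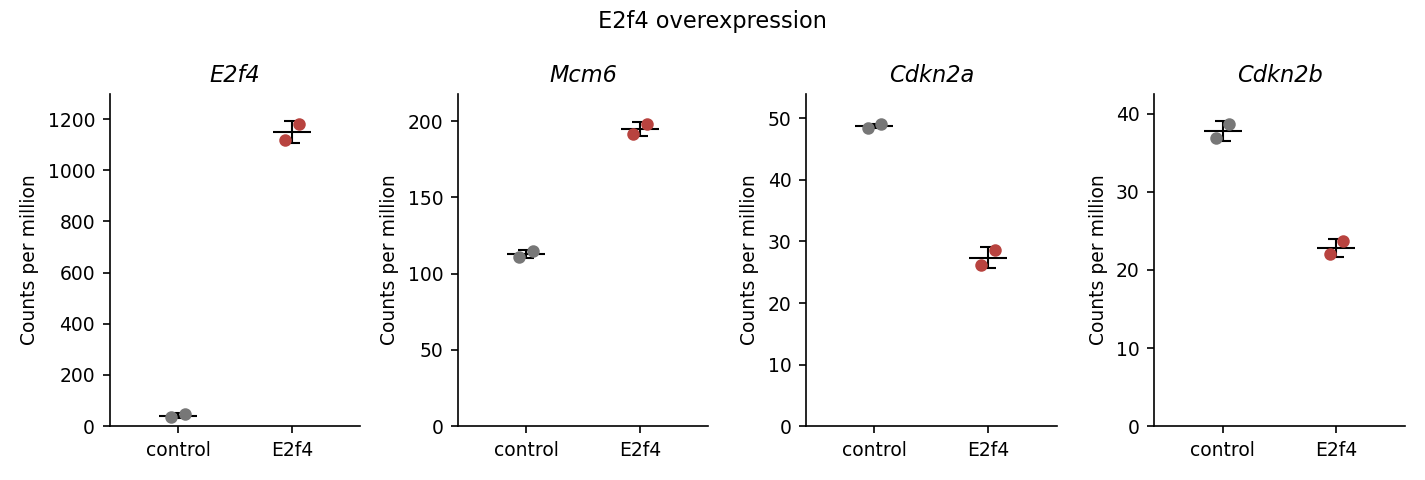
CPM (vertical axis) of E2f4, Mcm6, Cdkn2a and Cdkn2b in each RNA-seq library by group (horizontal axis), with 1 point per library and bars at the mean and SD of 2 libraries. Cdkn2a and Cdkn2b are lower and Mcm6 is higher in both libraries with overexpression.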

RRBS analysis was performed to examine changes in DNA methylation after *E2f4* overexpression. Notably, some RS-associated DMSs were reversed after overexpression of *E2f4* (Fig. S5H).

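The RNA-seq data of E2f4 knockdown are 3 libraries of fibroblasts with hairpin sh1 against E2f4 and 3 with a non-targeting hairpin (NT), with total counts from 9147324 to 10467751 with sh1 (median 9201909) and from 10118395 to 10364534 with NT (median 10281426). The raw counts were made and tested in the same way as those of the passages, and 12310 genes were left after the filter, with a biological coefficient of variation of 0.0841. The target of sh1 has 1 match in E2f4 transcripts, at 105304457 to 105304476 of chromosome 8. E2f4 fell from 60.03 ± 0.703 CPM with NT to 21.26 ± 0.776 with sh1 (SD, n = 3 each), a log2 fold change of -1.50 (standard error 0.09, adjusted p = 2.14e-07 from edgeR). In all, 206 genes were called changed, 180 higher and 26 lower. Of the 21 tested genes that the paper names, 9 had an adjusted p under 0.05 when adjusted over the list alone and 7 when adjusted over all genes tested. With 3 libraries against 3, a permutation test cannot give a p-value under 0.1. The highest log2 fold changes were those of interferon-stimulated genes, with 3.54 for Ifit1 (standard error 0.33, adjusted p = 7.24e-06), 3.34 for Isg15 (standard error 0.21, adjusted p = 2.14e-07) and 3.26 for Usp18 (standard error 0.30, adjusted p = 6.73e-06). The lowest were those of Erdr1 at -1.94, E2f4, and Crtap at -1.22.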

In parallel, we also knocked down *E2f4* in proliferating mouse skin fibroblasts (P3) with shRNA (Fig. 5I and 5J). Consistent with the results of *E2f4* overexpression, knockdown of *E2f4* significantly decreased EdU positive percentage and increased nuclear size (Fig. 5K and 5L). Transcriptome analysis after knockdown of *E2f4* showed decreased expression of genes related to cell cycle regulation, and increased expression of genes related to inflammatory response and P53 pathway (Figs. 5M, S5I and S5J).

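With E2f4 sh1, 41 of the 43 S-phase genes were lower than with NT, with a median log2 fold change of -0.38 (adjusted p = 9.75e-12, camera), and 52 of the 54 G2/M genes were lower, with a median of -0.27 (adjusted p = 9.75e-12). With the correlation estimated from the data, the adjusted p of the G2/M genes was 0.0528. The list of NF-kB and inflammatory genes had a median of 0.06 (14 higher and 11 lower, adjusted p = 0.507). The Reactome set of cytokine signaling in the immune system had a median of 0.09 (103 of 169 genes higher, adjusted p = 1.67e-05). All 21 interferon-stimulated genes were higher, with a median of 2.08 (adjusted p = 1.93e-55). Mcm6 fell from 102.2 ± 6.25 CPM with NT to 71.5 ± 3.62 with sh1 (SD, n = 3 each), a log2 fold change of -0.51 (standard error 0.08, adjusted p = 3.17e-04 from edgeR). Cdkn1a had 620.5 ± 75.1 CPM with sh1 and 537.1 ± 18.5 with NT, a log2 fold change of 0.21 (standard error 0.08, adjusted p = 0.0734), which was 0.27 (adjusted p = 0.0373) without replicate 2 of sh1, and Cdkn2a had a log2 fold change of -0.16 (standard error 0.09, adjusted p = 0.214). The paper places this knockdown in parallel with the overexpression and reads both as a role of E2F4 in proliferation.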

Taken together, these results indicated that overexpression of *E2f4* attenuated some senescence signatures, especially RS-associated reduction of proliferative capacity. Interestingly, we also found that overexpression of *E2f4* reversed some RS-associated methylation changes. These results highlighted the regulatory effects of E2F4 on RS phenotypes.

### Knockdown of *Tead1* and *Atf3* partially attenuated senescence-associated signatures

TEAD1 was identified as a potential regulatory factor of RS in our previous analysis (Fig. 4A, 4D and 4F). To assess the role of TEAD1 in RS, we knocked down *Tead1* in mouse skin fibroblasts with shRNA (Figs. 6A and 6B). 

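The RNA-seq data of Tead1 knockdown are 9 libraries, 3 each of hairpins sh3 and sh4 against Tead1 and of a non-targeting hairpin (NT), which is the control of both. The total counts ranged from 17497261 to 18384513 with sh3 (median 18229715), from 18073250 to 19322535 with sh4 (median 18560460) and from 17460990 to 19440415 with NT (median 17588211). The counts were made and tested in the same way as those of the passages, with the 9 libraries in 1 fit, 13012 genes after the filter and a biological coefficient of variation of 0.0456. The targets of sh3 and sh4 share 20 of 21 bases and are shifted by 1 base, at 112894360 to 112894380 and 112894361 to 112894381 of chromosome 7, so the hairpins do not give independent knockdowns. Tead1 fell from 541.5 ± 32.2 CPM with NT to 279 ± 9.58 with sh3 and 316.3 ± 3.64 with sh4 (SD, n = 3 each), log2 fold changes of -0.96 (standard error 0.04, adjusted p = 4.63e-17 from edgeR) and -0.78 (standard error 0.04, adjusted p = 8.58e-15). With sh3, 353 genes were called changed (259 higher and 94 lower), and with sh4, 199 genes (131 higher and 68 lower). Of these, 133 genes were called with both hairpins, all in the same direction. Among 22 tested genes that the paper names, 13 with sh3 and 11 with sh4 had an adjusted p under 0.05 when adjusted over the list alone, and 12 and 10 when adjusted over all genes tested. The Pearson correlation of the fold changes of sh3 and sh4 across genes was 0.809, and simulated data in which the hairpins had no effect and shared only the control gave 0.497. The highest log2 fold change was that of Col8a2, with 2.47 for sh3 and 1.84 for sh4, and the lowest were those of Gjb2 at -1.79 with sh3 and Sumf1 at -1.59 with sh4.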

Interestingly, significantly decreased nuclear size and SA-β-Gal activity were observed after knockdown of *Tead1* (Fig. 6C and 6D). Transcriptome analysis after *Tead1* knockdown showed that some RS-associated changes in metabolism were altered, including decreased oxidative phosphorylation and citrate cycle (Fig. 6E).

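A list of 78 nuclear genes of oxidative phosphorylation had a median log2 fold change of -0.0046 with Tead1 sh3 (39 higher and 39 lower, adjusted p = 0.655, camera) and -0.03 with sh4 (31 higher and 47 lower, adjusted p = 0.313). The 17 genes of the citrate cycle had medians of 0.0051 with sh3 (9 higher and 8 lower, adjusted p = 0.737) and -0.05 with sh4 (7 higher and 10 lower, adjusted p = 0.584). The 14 genes of glycolysis were lower, with medians of -0.22 with sh3 (11 of 14 lower, adjusted p = 1.24e-04) and -0.23 with sh4 (13 of 14 lower, adjusted p = 2.63e-05). With the correlation estimated from the data, the adjusted p of glycolysis was 0.13 with sh3 and 0.153 with sh4. In the passages, oxidative phosphorylation had a median of 0.35 at P7 against P1 (69 of 78 higher, adjusted p = 5.33e-05). With the estimated correlation this call was lost as well (adjusted p = 0.621). Cdkn2a had log2 fold changes of -0.06 with sh3 (adjusted p = 0.426 from edgeR) and -0.11 with sh4 (adjusted p = 0.172), and Cdkn1a of 0.26 (adjusted p = 4.62e-07) and 0.21 (adjusted p = 2.97e-05). The paper reasons from the changed metabolism, nuclear size and SA-β-Gal activity that knockdown of Tead1 attenuated some signatures of senescence.

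**Figure D10:**
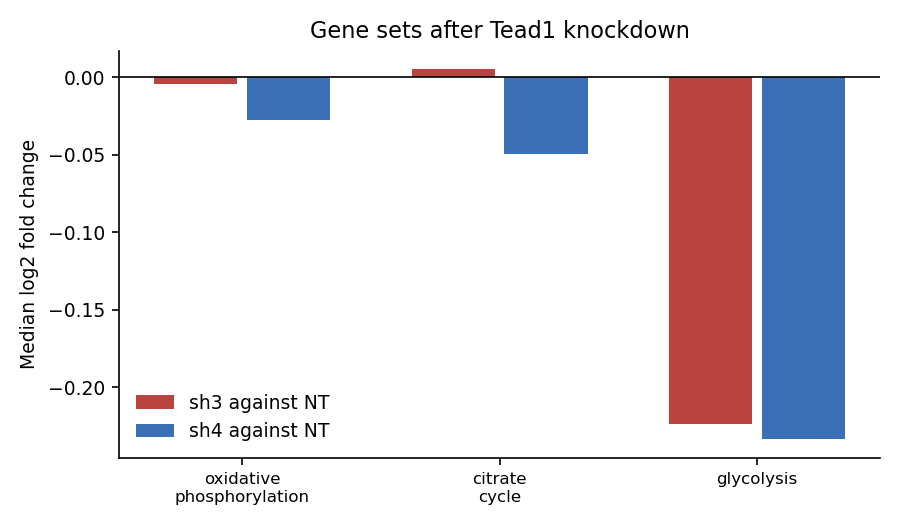
Median log2 fold change (vertical axis) of 3 gene sets (horizontal axis) with Tead1 knockdown, with 1 bar for sh3 and 1 for sh4, each against NT. Glycolysis is lower with both hairpins.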

**Figure 6:**
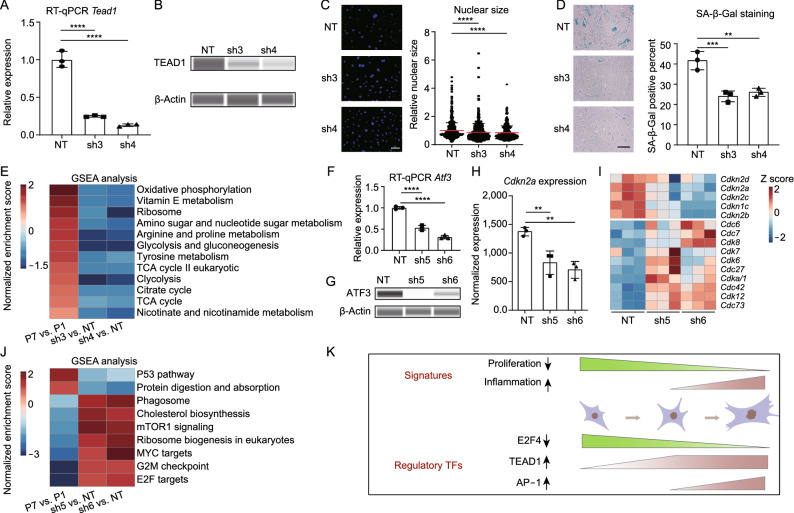
**Knockdown of Tead1 and Atf3 partially attenuated senescence-associated signatures**. (A) RT-qPCR detecting *Tead1* expression after knockdown with shRNAs, (*n* = 3). (B) Immunoblot showing the change in TEAD1 protein level after knockdown. (C) Scatter plot showing nuclear size distribution after *Tead*1 knockdown based on nuclear staining. Nuclear size was calculated using ImageJ, (*n* = 3). (D) Change in SA-β-Gal activity after *Tead1* knockdown. SA-β-Gal positive percentage was estimated based on 3 different views, and the point indicates the average value, (*n* = 3). Scale bar = 200 μm. (E) GSEA showing changes in RS-associated pathways related to cellular metabolism after *Tead1* knockdown. The color represents normalized enrichment score compared with control, (*n* = 3). (F) RT-qPCR detecting the change in *Atf3* expression after shRNA-mediated knockdown of *Atf3*, (*n* = 3). (G) Immunoblot showing the change in ATF3 protein level after knockdown. (H) Bar plot showing normalized expression of *Cdkn2a* after knockdown of *Atf3*, (*n* = 3). (I) Heatmap showing changes of selected cell cycle-related genes after knockdown of *Atf3*, (*n* = 3). (J) GSEA showing changes in selected RS-associated pathways after *Atf3* knockdown. The color represents normalized enrichment score compared with control, (*n* = 3). (K) Model showing the changes in RS-associated signatures (up) and regulatory TFs (down). Data were analyzed by one-way ANOVA (A, C, D, F and H). Error bars denote for the SD. ****P  < 0.0001; ***P < 0.001; **P < 0.01

Moreover, our analysis also identified ATF3, one member from AP-1 superfamily TFs, as a potential regulator of RS. Notably, we found more genes were regulated by ATF3 at senescent cells than proliferating cells using CUT&Tag analysis (Fig. S6A). Importantly, some typical senescence-related pathways were enriched in ATF3-regulated genes, such as the apoptosis process and cellular response to DNA damage stimulus (Fig. S6B).

To examine the role of ATF3 in RS, we knocked down *Atf3* in pre-senescent mouse skin fibroblasts (Fig. 6F and 6G). 

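The RNA-seq data of Atf3 knockdown are 9 libraries, 3 each of hairpins sh5 and sh6 against Atf3 and of a non-targeting hairpin (NT), which is the control of both. The total counts ranged from 17451295 to 19384383 with sh5 (median 18155915), from 17245955 to 17668164 with sh6 (median 17492826) and from 18143257 to 23380496 with NT (median 21288601). The counts were made and tested in the same way as those of the passages, with the 9 libraries in 1 fit, 13345 genes after the filter and a biological coefficient of variation of 0.134. The targets of sh5 and sh6 lie at 191171264 to 191171284 and 191171505 to 191171525 of chromosome 1 and do not overlap. Atf3 had 2.977 ± 0.289 CPM with NT, 1.337 ± 0.831 with sh5 and 1.72 ± 0.322 with sh6 (SD, n = 3 each), log2 fold changes of -1.14 (standard error 0.39, adjusted p = 0.0447 from edgeR) and -0.79 (standard error 0.39, adjusted p = 0.114). Without replicate 1 of NT the adjusted p of Atf3 with sh5 was 0.115, and without replicate 3 of sh5 that with sh6 was 0.00865. With sh5, 694 genes were called changed (184 higher and 510 lower), and with sh6, 2094 genes (645 higher and 1449 lower). Among 21 tested genes that the paper names, 10 with sh5 and 13 with sh6 had an adjusted p under 0.05 when adjusted over the list alone, and 9 and 13 when adjusted over all genes tested. Both hairpins called 345 genes, 319 of them in the same direction, and the Pearson correlation of their fold changes across genes was 0.368. Simulated hairpins without any effect, which shared only the control, gave 0.487. The real hairpins changed many genes, so this value cannot show whether they agree less than chance. The fold changes of sh5 followed the GC content of the transcripts (Spearman's rho -0.653 across 13322 genes, which are not independent replicates). Replicate 3 of sh5 had most of this trend, with a slope of -0.666 per 0.1 of GC content in log2 CPM relative to the mean of each gene, against -0.165 and -0.107 in the other replicates. With the trend on GC content removed, 345 genes were called, 275 of them among the 694. The highest log2 fold changes were those of Mstn at 3.87 with sh5 and Ptgs2 at 3.24 with sh6, and the lowest those of Eln at -3.19 with sh5 and Col8a2 at -6.47 with sh6.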

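In pre-senescent fibroblasts with Atf3 knockdown, Cdkn2a had 44.65 ± 11 CPM with sh5 and 37.88 ± 7.92 with sh6, against 74.56 ± 4.2 with NT (SD, n = 3 each). The log2 fold changes were -0.74 with sh5 (standard error 0.19, adjusted p = 0.0139 from edgeR) and -0.98 with sh6 (standard error 0.19, adjusted p = 0.00173). After the trend on GC content was removed, they were -0.16 with sh5 (adjusted p = 0.241) and -0.75 with sh6 (adjusted p = 4.63e-05). Without replicate 2 of NT, the adjusted p with sh5 was 0.0536. Neither passed the fold change of 2.

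**Figure D11:**
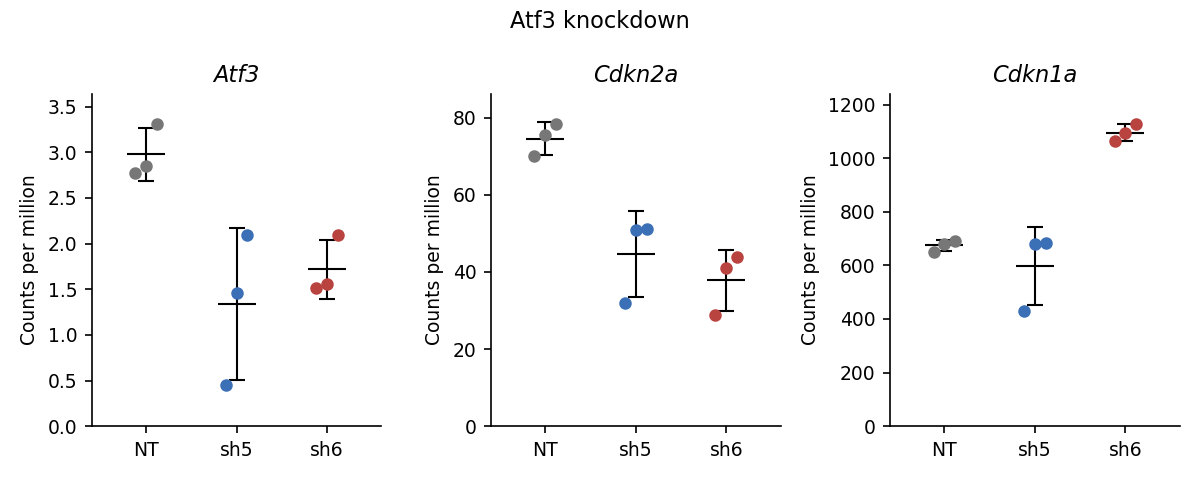
CPM (vertical axis) of Atf3, Cdkn2a and Cdkn1a in each RNA-seq library by hairpin (horizontal axis), with 1 point per library and bars at the mean and SD of 3 libraries. The means of Cdkn2a are 74.56 with NT, 44.65 with sh5 and 37.88 with sh6.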

Consistent with the results from a previous study (Zhang et al., 2021), we found that knockdown of *Atf3* decreased *Cdkn2a* (*p16*) expression significantly (Fig. 6H). 

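Cdkn2c (chromosome 4, 109660876 to 109666756) had 20.19 ± 1.44 CPM with NT, 15.28 ± 2.54 with Atf3 sh5 and 14.75 ± 0.816 with sh6 (SD, n = 3 each), log2 fold changes of -0.40 (standard error 0.13, adjusted p = 0.0384 from edgeR) and -0.45 (standard error 0.13, adjusted p = 0.0165). Once the trend on GC content was removed, the changes of Cdkn2c were -0.16 with sh5 (adjusted p = 0.233) and -0.39 with sh6 (adjusted p = 0.00416). Without replicate 2 of NT, the adjusted p of Cdkn2c was 0.125 with sh5 and 0.0618 with sh6. Cdkn2d (chromosome 9, 21288459 to 21291421) had 7.671 ± 0.978 CPM with NT, 6.03 ± 2.27 with sh5 and 6.086 ± 0.844 with sh6, log2 fold changes of -0.34 (standard error 0.26, adjusted p = 0.316) and -0.33 (standard error 0.26, adjusted p = 0.315).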

In line with this, some other negative regulators of cell cycle, including *Cdkn2c* and *Cdkn2d*, decreased expression after knockdown of *Atf3*. And increased expression of some cell cycle-related genes, including *Cdc6* and *Cdk8*, was observed when compared with control (Fig. 6I). In addition, GSEA analysis showed that some activated pathways in RS, including P53 pathway, were decreased after *Atf3* knockdown, and some cell cycle-related pathways, including G2M checkpoint and E2F targets, were found to increase after *Atf3* knockdown (Fig. 6J).

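Cdc6 (chromosome 11, 98907709 to 98923942) had 5.142 ± 0.294 CPM with NT, 6.204 ± 0.81 with Atf3 sh5 and 6.909 ± 0.741 with sh6 (SD, n = 3 each), log2 fold changes of 0.27 (standard error 0.15, adjusted p = 0.189 from edgeR) and 0.43 (standard error 0.15, adjusted p = 0.0406). Without replicate 3 of NT, the adjusted p of Cdc6 with sh6 was 0.124. Cdk8 (chromosome 5, 146230795 to 146302874) had 53.92 ± 1.04 CPM with NT, 67.63 ± 1.32 with sh5 and 93.32 ± 3.36 with sh6, log2 fold changes of 0.33 (standard error 0.07, adjusted p = 0.00533) and 0.79 (standard error 0.07, adjusted p = 6.18e-06).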

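Cdkn1a had 597.7 ± 146 CPM with Atf3 sh5, 1096 ± 30.2 with sh6 and 674.5 ± 20.5 with NT (SD, n = 3 each), log2 fold changes of -0.17 (standard error 0.15, adjusted p = 0.366 from edgeR) and 0.70 (standard error 0.15, adjusted p = 0.00266). With the trend on GC content removed, the change with sh5 was 0.09. The G2/M genes had median log2 fold changes of 0.19 with sh5 (41 of 54 higher, adjusted p = 0.029, camera) and -0.13 with sh6 (18 of 54 higher, adjusted p = 0.555), and the S-phase genes of 0.07 (26 of 43 higher, adjusted p = 0.41) and 0.05 (24 of 43 higher, adjusted p = 0.747). After the same correction the adjusted p of the G2/M genes with sh5 was 0.746, and without replicate 3 of sh5 it was 0.0936. From these pathways and the changed cell cycle genes taken together, the paper concludes that knockdown of Atf3 attenuated some senescence-associated signatures.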

Collectively, our results demonstrated that knockdown of *Tead1* and *Atf3* attenuated some senescence-associated signatures, highlighting the potential regulatory roles of TEAD1 and AP-1 in RS.

## DISCUSSION

In this study, we employed integrative analysis of RS, including analysis of RNA-seq, RRBS and ATAC-seq datasets, and revealed that increased inflammation at late senescence and a gradual decline in proliferative capacity were significant signatures of RS in the transcriptome and epigenome. Moreover, we identified E2F4, TEAD1 and AP-1 as regulatory TFs of RS through integrative analysis and genetic manipulations (Fig. 6K).

In our study, we revealed transcriptional and epigenetic dynamics by making use of recent advances in multi-omics analysis, including time resolved RNA-seq, RRBS and ATAC-seq. Strong correlation between RS-associated epigenetic and transcriptional changes were observed (Fig. 3D). Importantly, we found conserved biological processes changed in both transcriptome and epigenome through integrative analysis. Among them, up-regulation of inflammatory response at late senescence and a gradual loss of replicative capacity were the most significant (Figs. 1E–G, 2E and 3E), which were consistent with previous studies (Coppé et al., 2008; Purcell et al., 2014; Hernandez-Segura et al., 2018). Importantly, consistent changes in transcriptional and epigenetic dynamics underlying these signatures were systematically described here. Moreover, in our study, a series of conservatively changed TFs in both transcriptome and epigenome were identified as potential regulators. These results highlight the advantages of time-resolved multi-omics analysis in investigating complex biological process like RS.

In our study, we identified E2F4 as a positive regulator of RS, which plays a role in regulating the senescence program, especially change in proliferative capacity. Through TF enrichment analysis based on transcriptome, we found E2F4 was enriched in RS-associated down regulated genes, and ATAC-seq analysis showed gradually decreased activity of E2F4 with passaging (Figs. 1D and 4C). Through genetic manipulations, we found that overexpression of *E2f4* increased cellular proliferative capacity and attenuated RS-associated changes in SA-β-Gal activity and nuclear size (Fig. 5D–F). Notably, our results also demonstrated that overexpression of *E2f4* reversed some RS-associated methylome signatures (Fig. S5H). We speculated that the epigenetic regulatory effects of E2F4 might be due to its ability to reshape the epigenome as a pioneer factor. Importantly, we found that overexpression of *E2f4* with a relatively higher copy numbers (MOI ≥ 8) repressed cellular proliferation rather than promoting it (Fig. S5E and S5F). This result indicated that the proliferation promoting effect of E2F4 was dose-related. In parallel, knockdown of *E2f4* in proliferating cells decreased cell proliferating capacity and induced other senescence phenotypes (Figs. 5I–M, S5I and S5J). E2F family TFs are key determinants of cell cycle process. As a member of E2F family, the E2F4 plays an important role in regulating cellular proliferation and development (Humbert et al., 2000; Hsu and Sage, 2016; Hsu et al., 2019). In addition, previous work demonstrated that reduction of E2F/DP activity caused cell cycle arrest, repressed DNA damage repair, and induced senescence-like phenotypes (Maehara et al., 2005; Collin et al., 2018), suggesting that E2F4 is a key regulatory TF affecting the RS program.

In addition, we also identified TEAD1 and AP-1 as negative regulators of RS affecting senescence phenotypes. The gene expression and TF activity of TEAD1 and AP-1 increased with passaging, and both of them were identified as pioneer factors of RS (Fig. 4G and 4F). However, the changes of TEAD1 occurred at the early stage of passaging. Unlike TEAD1, activation of AP-1 mainly occurred at late senescence (Fig. 4C and 4G). The heterochronous activation of these two TFs reflected the complexity of RS regulation. Through genetic manipulations, we found that knockdown of *Tead1* attenuated RS-associated changes in nuclear size and SA-β-Gal activity (Fig. 6C and 6D), and partially altered RS-associated transcriptional changes (Fig. 6E). The upregulation of TEAD family TFs during RS in human fibroblasts was reported recently (Chan et al., 2021), suggesting the role of TEAD1 in RS is species conserved. TEAD family TFs can interact with YAP, and are involved in many biological processes, including regulation of development and proliferation (Marti et al., 2015; Yu et al., 2015). Recently, YAP pathway was reported to be a positive regulator of PAI-1, one key modulator and marker of senescence and aging (Eren et al., 2014; Vaughan et al., 2017; Marquard et al., 2020). And Inhibition of YAP/TEAD could prevent senescence-like dormancy in cancer cells (Kurppa et al., 2020), suggesting potential regulatory roles of YAP/TEAD in senescence.

Through genetic manipulations, we also found that knockdown of *Atf3*, one member of AP-1 superfamily, decreased expression of *Cdkn2a* (*p16*) in senescent mouse fibroblasts (Fig. 6H), in agreement with previous work (Zhang et al., 2021). In addition, part of RS-associated transcriptional signatures related to cell cycle regulation was altered by *Aft3* knockdown (Fig. 6I and 6J). AP-1 is a dimeric complex that is composed of members from the JUN, ATF and MAF families (Shaulian and Karin, 2002). Recently, AP-1 was found to act as a pioneer factor in oncogene-induced senescence, and regulated senescence-associated inflammatory response (Martínez-Zamudio et al., 2020), indicating that AP-1 could be a conserved target for anti-senescence interventions.

Overall, our study demonstrated that RS was accompanied by significant transcriptome and epigenome changes using multi-omics analysis. By genetic manipulations, we revealed that E2F4, TEAD1 and AP-1 could affect RS-associated signatures as regulatory TFs, providing a set of novel targets for senescence and aging interventions. Nevertheless, our study has several limitations. We identified regulatory TFs of RS, however, the mechanisms underlying the functions remain unclear. In the future, more research needs to be employed to fill the gap of knowledge making use of recent advances in technologies. In addition, the regulatory relationship between these TFs and the pathways regulating their expression and activity should be explored in future studies. According to a previous study, RS *in vitro* could have a conserved mechanism with aging *in vivo* (Wagner et al., 2016). However, in this study, the regulatory effects of these identified TFs in aging were not explored. Considering the heterogeneity and complexity of aging *in vivo*, the regulatory effects of E2F4, TEAD1 and AP-1 in aging needed to be addressed with optimized experimental designs in the future. In addition, given that single TF has limited effects in regulating the senescence program, experiments will be carried out to explore the effects of TF combinations in anti-senescence and anti-aging.

## Material and methods

### Cell culture

Skin fibroblasts isolated from 2-month-old female C57BL/6 mice and fibroblasts from newborn mice (NBF) were cultured in high-glucose DMEM (Gibco) supplemented with 10% fetal bovine serum (FBS, VISTECH), 1% penicillin-streptomycin (Gibco) and 0.01% Plasmocin (InvivoGen). All cells were maintained at 37 °C in a humidified incubator with 5% CO_2_. When fibroblasts attained 80%–90% density, usually in 3 or 4 days, they were passaged at a ratio of 1:3 in 10 cm dishes and then cultured for different usages. Skin fibroblasts from 2-month-old female mice were used to prepare the time series multi-omics samples. For genetic manipulation, both skin fibroblasts from 2-month-old mice and NBF were used.

### RNA isolation and RNA-seq library preparation

TRIzol reagent (Invitrogen) was used to extract total RNA according to the manufacturer’s instructions. Subsequently, the RNA samples were sent to Novogene for subsequent cDNA library construction and Illumina sequencing with paired-end reads on a Novaseq PE150 system.

### DNA isolation and RRBS library preparation

Total DNA was extracted from cells using the MasterPure^TM^ Complete DNA & RNA Purification Kit (Cat.No. MC85200). The integrity of DNA was examined with an Agilent 2100 instrument. Subsequently, the DNA were sent to Novogene for subsequent RRBS library construction and sequencing with paired-ends on Novaseq PE150.

### ATAC-seq library preparation

ATAC-seq library for cells were prepared according to the library construction protocol as previously described (Corces et al., 2017). Briefly, after trypsin digestion, 50,000 viable cells were pelleted at 500 ×*g* at 4 °C for 5 min in a fixed angle centrifuge. To extract the nuclei, 50 µL cold lysis buffer (10 mmol/L Tris-HCl at pH 7.4, 10 mmol/L NaCl, 3 mmol/L MgCl_2_, 0.1% NP40, 0.1% Tween 20 and 0.01% digitonin) was added and incubated on ice for 3 min. After washing out the lysis buffer with wash buffer (10 mmol/L Tris-HCl at pH 7.4, 10 mmol/L NaCl, 3 mmol/L MgCl_2_, and 0.1% Tween 20), the nuclei were pelleted at 500 ×*g* for 10 min at 4 °C in a fixed angle centrifuge. After carefully removing the supernatant, the transposition was performed by resuspending the nuclei pellet in 50 µL of Transposition Mix containing 1× TD Buffer (20 mmol/L Tris-HCl pH at 7.6, 10 mol/L MgCl_2_ and 20% dimethyl formamide) and 2.5 µL Tn5 (Vazyme, TD501) for 30 min at 37 °C. Then, DNA was extracted with 2× DNA binding beads (Vazyme, N411-01). Libraries were produced by PCR, for which, the cycle numbers were determined by qPCR according to a previous publication (Buenrostro et al., 2015). Purify the final PCR reaction using 0.5–1.2× DNA binding beads. Library quality was assessed with an Agilent Bioanalyzer 2100, and paired end sequencing was performed with Illumina Hiseq PE150. Typically, 40–70 million high quality reads per library were required.

### CUT&Tag library preparation

CUT&Tag was performed with Hyperactive In-Site ChIP Library Prep Kit (Vazyme Biotech, TD902). In brief, 60,000 cells were incubated with 10 μL pre-washed ConA beads for 10 min. Primary antibody (E2F4, Proteintech, 10923-1-AP, 1:50; ATF3, abcam, ab207434, 1:50) was added and incubated for 2 h at room temperature. After washing twice with dig-wash buffer, Secondary antibody was added and incubated at room temperature for 45 min. After washing twice with dig-wash buffer, 0.58 μL pG-Tn5 was added with 100 μL dig-300 buffer. Samples were incubated at room temperature for 1 h and then washed twice with dig-wash buffer. 300 μL tagmentation buffer was added and incubated at 37 °C for 1 h. The reaction was stopped with 10 μL 0.5 mol/L EDTA, 3 μL 10% SDS and 2.5 μL 20 mg/mL Proteinase K. After extraction with phenol-chloroform and ethanol precipitation, PCR was performed to amplify the libraries using 16 cycles. All libraries were sequenced by Illumina Hiseq PE150.

### RT-qPCR

Total RNA was extracted with TRIzol reagent according to the manufacturer’s instructions (SIGMA). RNA was reversed-transcribed to generate cDNA using All-in-One Supermix (TransGen Biotech Co., Ltd.). qPCR was performed with KAPA SYBR FAST qPCR Master Mix (Roche, KK4602), and gene expression levels were normalized to *Gapdh*. All qPCR primers are listed in supplementary file 1.

### Experiment design for gene overexpression and knockdown

The potential transcription factors were overexpressed or knocked down in primary fibroblasts derived from newborn and 2-month-old mice. The changes in expression of target genes were confirmed by qPCR and Western blot. For overexpression experiment, doxycycline-induced gene expression system was used to fine tune the expression. 1 μg/mL doxycycline was added to the medium 4 days after transfection to avoid inducing gene expression when cells were under stress. And increasing MOIs were tested in preliminary overexpression experiment, and the optimized MOI was used for downstream analysis. Under the same culture condition, the cells that overexpressed EGFP were used as the control. To exclude the possibility of immortalization of primary fibroblasts, the cell growth was examined after removing doxycycline (data not shown). For knockdown experiment, two different shRNA sequences were used for each gene to avoid potential false positive results. In the experiments, P2 and P3 fibroblasts were used as proliferating cells, and P6 cells were used for senescence interventions.

### Overexpression and knockdown vector preparation

For *E2f4* overexpression vector construction, *E2f4* cDNA (NM_148952.1) was cloned into lentiviral vector FU-tet-on-P2A-EGFP (Addgene) through homologous recombination using ClonExpress II One Step Cloning Kit (Vazyme, C112). For gene knockdown, shRNA plasmids for the target genes were purchased from the MISSION® LentiPlex® Mouse Pooled shRNA Library (Merck). For each gene, at least two shRNA plasmids were prepared. All used shRNA sequence was listed in supplementary file 2.

### Lentiviral production, titration and viral transduction

HEK293T cells were used to produce lentivirus for overexpression and knockdown. When the cell density is about 80% confluence, they were co-transfected with proviral and packaging plasmids (pMDL-RPE, pRSV-REV, and pC1-VSVG) by polyethylenimine (PEI) methods as previously described (Joung et al., 2017). The medium was changed after 12–20 h, and the supernatant was collected every 24 h for 3 days. The total supernatant was filtrated using a 0.45 μm filter (MILLEX). The resulting viruses were tested for infectivity using HEK293T cells. For virus titration, shRNA viruses were tested by counting the cells remaining after puromycin selection (5 μmol/L for 24 h). The viruses used for overexpression were tested by flow cytometry using a GFP flag tag. For viral transduction, viruses were added to the cell culture medium with 8 µg/mL polybrene (Beyotime) supplementation, and the supernatant was removed 20 h later. For overexpression experiment, 1 μg/mL doxycycline was added to the medium 4 days after transfection, and GFP fluorescence was checked 24 h later. For knockdown experiments, 5 μmol/L puromycin was added to the medium until the non-infected control cells were all dead.

### Immunoblot analysis

Infected fibroblasts were collected and washed twice with pre-cold PBS and lysed in RIPA lysis buffer (Beyotime) containing 1× protease inhibitor (MCE) on ice for 30 min. Lysates were sonicated with Qsonica Q800R3 sonicator for 1 min at 40% amplitude with 5/7 s ON/OFF cycle followed by centrifugation at 15,000 rpm at 4 °C for 15 min. Protein concentrations in the cleared lysates were measured using BCA (Beyotime). Immunoblot analysis was performed by a simple western size-based protein assay (Protein Simple) following manufactures instructions. In brief, after loading of 750–1000 ng total protein onto each capillary, targeted protein level was identified using specific primary antibodies (E2F4, proteintech, 10923-1-AP; ATF3, abcam, ab207434; Tead1, abcam, ab133533; β-actin, abclonal, AC028; all 1:250 diluted). Chemiluminescence signals were analyzed using Compass software (Protein Simple).

### SA-β-Gal activity detection

After aspirating the media, the adherent cells were washed twice with PBS and fixed in SA-β galactosidase (SA-β-gal) staining fixing solution for 15 min at room temperature. Next, the cells were washed three times with PBS and incubated with 1.5 mL SA-β-gal staining solution (Beyotime Biotechnology, C0602) for 6-well plates for approximately 36–48 h at 37 °C. The plates were sealed with Parafilm to prevent evaporation of the staining medium. Finally, the incubated cells were washed with PBS and observed under a microscope to calculate the positive percentage.

### EdU staining for detection of cellular proliferating capacity and relative nuclear size calculation

EdU cell proliferation staining was performed using an EdU kit (Beyotime, C0071). Cells were seeded in 6-well plates and cultured in DMEM for 12–16 h. Subsequently, cells were incubated with EdU for 3 h according to the manufacturer's instructions. Next, the medium was aspirated and the cells were washed twice with PBS before fixing with paraformaldehyde. The cells were washed three times with washing buffer (PBS with 3% BSA) and permeated with 0.3% Triton X-100 for another 15 min. Next, the cells were washed three times with washing buffer, and incubated with the Click Reaction Mixture and Hoechst 33342 according to manufacturer's instructions. Cells stained with both green (or red) and blue were considered EdU-positive cells. Relative nuclear size was calculated using Image J v10.2 (NIH Image, Bethesda, MD, USA) on Hoechst-33342-stained images. Outlined nuclei were manually selected to ensure that only complete, well-separated nuclei were included in the study.

### Detection of SASP using Luminex assays

The relative concentration of selected cytokines were determined using Luminex with Mouse Cytokine Magnetic Beads Panel Kit (Millipore, MCYTOMAG-70K). The cell culture supernatant was collected and centrifuged at 5,000 ×*g* for 2 min to remove debris. Next, the relative concentration of selected cytokines were examined and calculated according to the manufacturer's instructions.

### RNA-seq data analysis

Sequencing adapters and low quality reads were removed from the raw RNA-seq reads with Trimmomatic (V0.39), with the main parameters set as follows: LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:26. The trimmed reads were then mapped to the mm10 mouse genome using Hisat2 (V2.2.1). Next, we used HTSeq-count (V0.12.4) to calculate the count of reads for each gene, with the main parameters set as: -f bam -s no -r pos. The reference genome was downloaded from the USCS Table Browser. To quantify gene expression, the read count for each gene was normalized using DESeq2 (V1.22.2). The differentially expressed genes from each group in comparison with P1 were filtered with following criteria: adjusted *P*-value < 0.05 and fold-change >2 or <0.5. All differentially expressed genes were divided into clusters using the pheatmap package, and genes that were monotonically expressed with passaging were identified as RS-associated genes.

### ChIP-seq analysis

The public ChIP-seq data for H3K4me1 and H3K27ac in replicative senescent mouse skin fibroblasts were obtained from GSE117210. Trimmomatic was used to trim reads with the parameters set as follows: LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:26. Bowtie2 (V2.3.5.1) was used to map the trimmed reads to the mm10 reference genome. Picard was used to remove duplicate reads with default parameters. Next, Macs2 (V2.2.7.1) was used for peak calling with the parameters set as follows: --broad -g mm -B --broad-cutoff 0.1. The enhancer regions were identified as those that were double-positive for H3K4me1 and H3K27ac peaks using bedtools (V2.29.2).

### ATAC-seq data analysis

The ATAC-seq data were pre-processed (trimmed, aligned, filtered and quality controlled) using the ATAC-seq pipeline from the Kundaje lab (https://github.com/ENCODE-DCC/atac-seq-pipeline). In the pipeline, the input JSON file included genomic data files, parameters for running the pipeline. Using the auto-detected adapter mode to trim the reads, we set the parameters to “-e 0.1 -m 5”. Bowtie2 was used to align the reads to the reference genome. The parameters for mapping were set as “-X2000 --mm –local”. After the alignment, duplicates were removed by Picard and only uniquely mapped alignments (MAPQ > 10) were kept. MACS2 was used for peak calling, and the parameters for MACS2 was set as “-g mm -B --shift -100 --extsize 200 --nomodel”. The “norrowpeak” files were used for downstream analysis. The peaks that appeared in more than 60% of the replicate samples in each group were kept for feature counts and subsequent analysis using DiffBind (V2.12.0). The read counts for each peak were normalized using DESeq2 (V1.22.2). Peaks that differed significantly between any groups were identified using DESeq2 with the following criteria: adjusted P-value < 0.05 and fold-change > 2 or < 0.5. All peaks with significant differences were divided into modules using the pheatmap package, and peaks that monotonically changed with passaging were identified as RS-associated peaks. Peak annotation was performed with HOMER (V4.10). And the peaks that overlapped with gene promoters (±1 kb region around the TSS) were identified as gene-regulating peaks.

### RRBS data analysis

Sequencing adapters and low-quality reads were removed from the raw sequencing reads using Trim Galore (V0.6.6) with the following parameters: --stringency 1 --length 2 -e 0.1 --rrbs. Bismark was used for alignment to the mm10 reference genome with default parameters. To calculate the methylation level of each cytosine, bismark_methylation_extractor was used with the parameters set as follows: --gzip --bedGraph. The correlation and PCA analyses were performed using Methylkit (V1.12.0) with default parameters. DMRs between any two groups were identified using DSS (V2.34.0) with the parameters set as follows: delta = 0.1, p.threshold = 0.01. The average DNA methylation level for each DMR was calculated with bedtools. All DMRs were clustered using the pheatmap package, and DMRs with monotonic DNA methylation changes with passaging were identified as RS-associated DMRs.

### CUT&Tag data analysis

Sequencing data was aligned to the mm10 reference genome using bowtie2 with the following parameters: --end-to-end --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700. Then, samtools and bedtools were used to transfer aligned files into bedgraph format file without removing duplicated reads. Peak calling was performed with SEACR (V1.3) and the parameters are: norm stringent. The conserved peaks between duplicate samples were kept using DiffBind for downstream analysis. HOMER (V4.10) was sued for peak annotation, Genes, whose promoters were overlapped with the identified peaks, were regarded as downstream genes of this TF.

### Identification of pioneer factors using PIQ

Pioneer factors were identified based on CD and the COI, which were calculated using PIQ (V1.3) with published code according to methods included in a recently published paper (Sherwood et al., 2014; Martínez-Zamudio et al., 2020). TFs with CD greater than 0.45 and a COI greater than 4 were defined as pioneer factors, TFs with CD greater than 0.45 and a COI less than 4 were defined as settler factors, and TFs with CD less than 0.45 were defined as migrator factors.

### TF enrichment analysis using RcisTarget

Potential regulatory TFs of genes from different clusters were identified via RcisTarget (V1.6.0), an R package identifying transcription factor binding motifs enriched on a list of genes or genomic regions, with default parameters.

### Identification of RS-associated DMS

Firstly, cytosines with monotonically increased methylation were filtered. Next, cytosines with a methylation change greater than 0.05 between adjacent passages in all 3 series of samples were identified as RS-associated increased DMSs. In total, 38 cytosines were identified. Using the same method, but with a lower threshold (0.03 between adjacent passages), 39 RS-associated decreased DMSs were identified.

### Motif enrichment analysis

Motif enrichment analysis was performed based on selected genome regions using HOMER (V4.10). For ATAC-seq peak-based motif analysis, the parameters were set as “-len 8,10,12,15 -p 8 -S 40 -keepOverlappingBg -bg” because some TFs were specifically activated in skin fibroblasts. All narrow peaks identified in the ATAC-seq data were used as background. For the DMR-based motif analysis, the parameters were set as follows: -len 8,10,12,15 -p 8 -S 40.

### TF footprint analysis based on ATAC-seq data

In the ATAC-seq method, the Tn5 enzyme recognizes and cleaves DNA in open regions, which causes enhanced alignment of reads in these regions. However, the presence of TFs binding to DNA prevents Tn5 from cleaving DNA at TF binding sites, leaving small regions, referred to as footprints, where the read coverage drops sharply within peak regions with high coverage (Li et al., 2019). For the TF footprint analysis, RGT-HINT (V0.13.0) footprinting was used with the parameters set as follows: --atac-seq --paired-end --organism=mm10.

### Classifying TFs as activators or repressors

TFs can activate or repress expression of downstream genes. DiffTF (V1.8) was used to classify TFs as activators or repressors by integrative analysis of RNA-seq and ATAC-seq data with default parameters as described previously (Berest et al., 2019).

### GSEA analysis

For GSEA analysis, hallmark gene sets (V7.4) were downloaded from MSigDB (http://www.gsea-msigdb.org/gsea/downloads.jsp). GSEA was performed with normalized expression data using python package GSEApy (0.10.2) with the parameters set as follows: cls=class_vector, method='signal_to_noise', min_size=5, max_size=5000. FDR q-value of 0.05 or less were considered significant.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

# Supplementary material for: Unveiling E2F4, TEAD1 and AP-1 as regulatory transcription factors of the replicative senescence program by multi-omics analysis
**Source:** Protein Cell. 2022 Jan 12;13(10):742–59. doi: 10.1007/s13238-021-00894-z
**Supplement:** Supplementary file 1 — Supplementary file1

### Supplementary file 1

| Primer name | Sequence (5'-3')        |
|-------------|-------------------------|
| Gapdh-F     | GGCAAATTCAACGGCACAGT    |
| Gapdh-R     | GTCTCGCTCCTGGAAGATGG    |
| E2f4-F      | CTCACCACCAAGTTCGTGTC    |
| E2f4-R      | TCTCGATCAGACCGATGCCTT   |
| Tead1-F     | AAGCTGAAGGTAACAAGCATGG  |
| Tead1-R     | GCTGACGTAGGCTCAAACCC    |
| Atf3-F      | GAGGATTTTGCTAACCTGACACC |
| Atf3-R      | TTGACGGTAACTGACTCCAGC   |
| Cdkn2a-F    | GCCCAACGCCCCGAACTCTTTC  |
| Cdkn2a-R    | GCGACGTTCCCAGCGGTACACA  |

## Supplementary file 2

| ShRNA | Target    | Sequence (5' to 3')                                        |
|-------|-----------|------------------------------------------------------------|
| sh1   | E2f4      | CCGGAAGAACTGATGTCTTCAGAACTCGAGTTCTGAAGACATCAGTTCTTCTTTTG   |
| sh2   | E2f4      | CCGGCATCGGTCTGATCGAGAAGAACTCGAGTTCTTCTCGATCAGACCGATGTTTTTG |
| sh3   | Tead1     | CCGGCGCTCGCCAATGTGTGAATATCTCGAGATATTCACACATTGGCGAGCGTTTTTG |
| sh4   | Tead1     | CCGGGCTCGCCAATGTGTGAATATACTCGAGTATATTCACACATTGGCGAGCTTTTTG |
| sh5   | Atf3      | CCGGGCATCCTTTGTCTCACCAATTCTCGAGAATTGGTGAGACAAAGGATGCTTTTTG |
| sh6   | Atf3      | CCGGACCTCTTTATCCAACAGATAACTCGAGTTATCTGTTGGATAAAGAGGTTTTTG  |
| NT    | shControl | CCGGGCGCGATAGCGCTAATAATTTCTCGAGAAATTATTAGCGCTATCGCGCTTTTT  |

## Supplementary figure 1

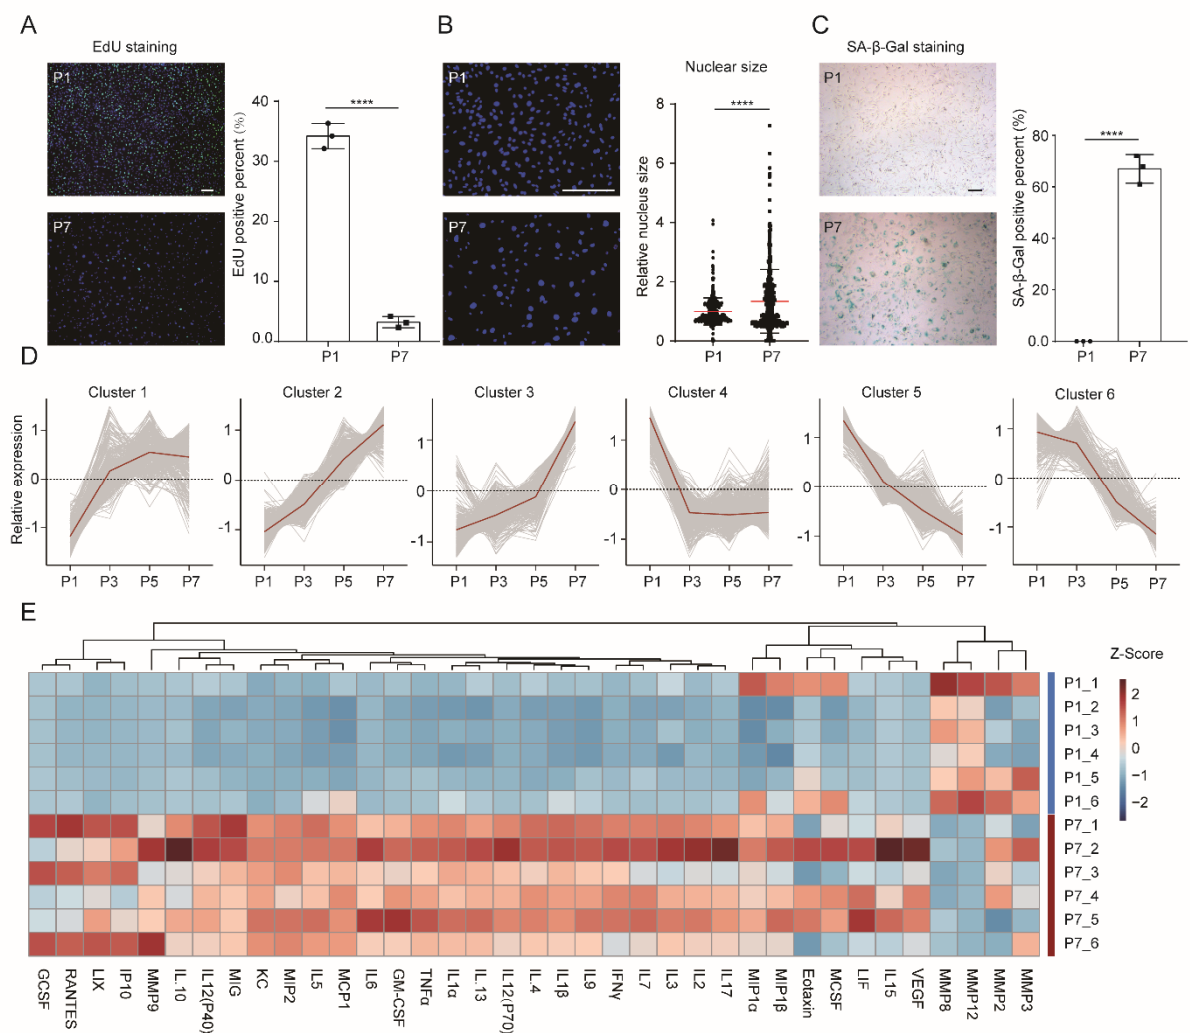

### Supplementary Figure1. Identification of senescence based on senescence associated hallmarks.

(A) EdU staining showing the change in replicative capacity after senescence. Representative images of EdU staining of non-senescent (top) and replication-induced senescent fibroblasts (bottom). Green dots indicated EdU positive cells, and the EdU positive percentage was calculated using ImageJ, (n=3). Scale bar =200  $\mu$ m. (B) Estimation of change in nuclear size after senescence based on nuclear staining, (n=3). Representative images of nuclear staining of non-senescent (top) and replication-induced senescent fibroblasts (bottom). Scale bar = 200  $\mu$ m. (C) The change in SA-β-Gal activity after senescence. Representative images of non-senescent (top) and replication-induced senescent fibroblasts (bottom), (n=3). Scale bar = 200  $\mu$ m. (D) Expression dynamics of genes in each cluster during RS. Each grey line represents one gene in the corresponding cluster, and the dark red line represents the average expression of all genes in the cluster. The expression of genes were normalized by Z score. (E) Heatmap showing changes in SASP concentration with RS in culture supernatant using Luminex, (n=6).

Data were analyzed by *t* test (A, B and C). Error bars denote for the SD. \*\*\*\*  $P < 0.0001$ .

## Supplementary figure 2

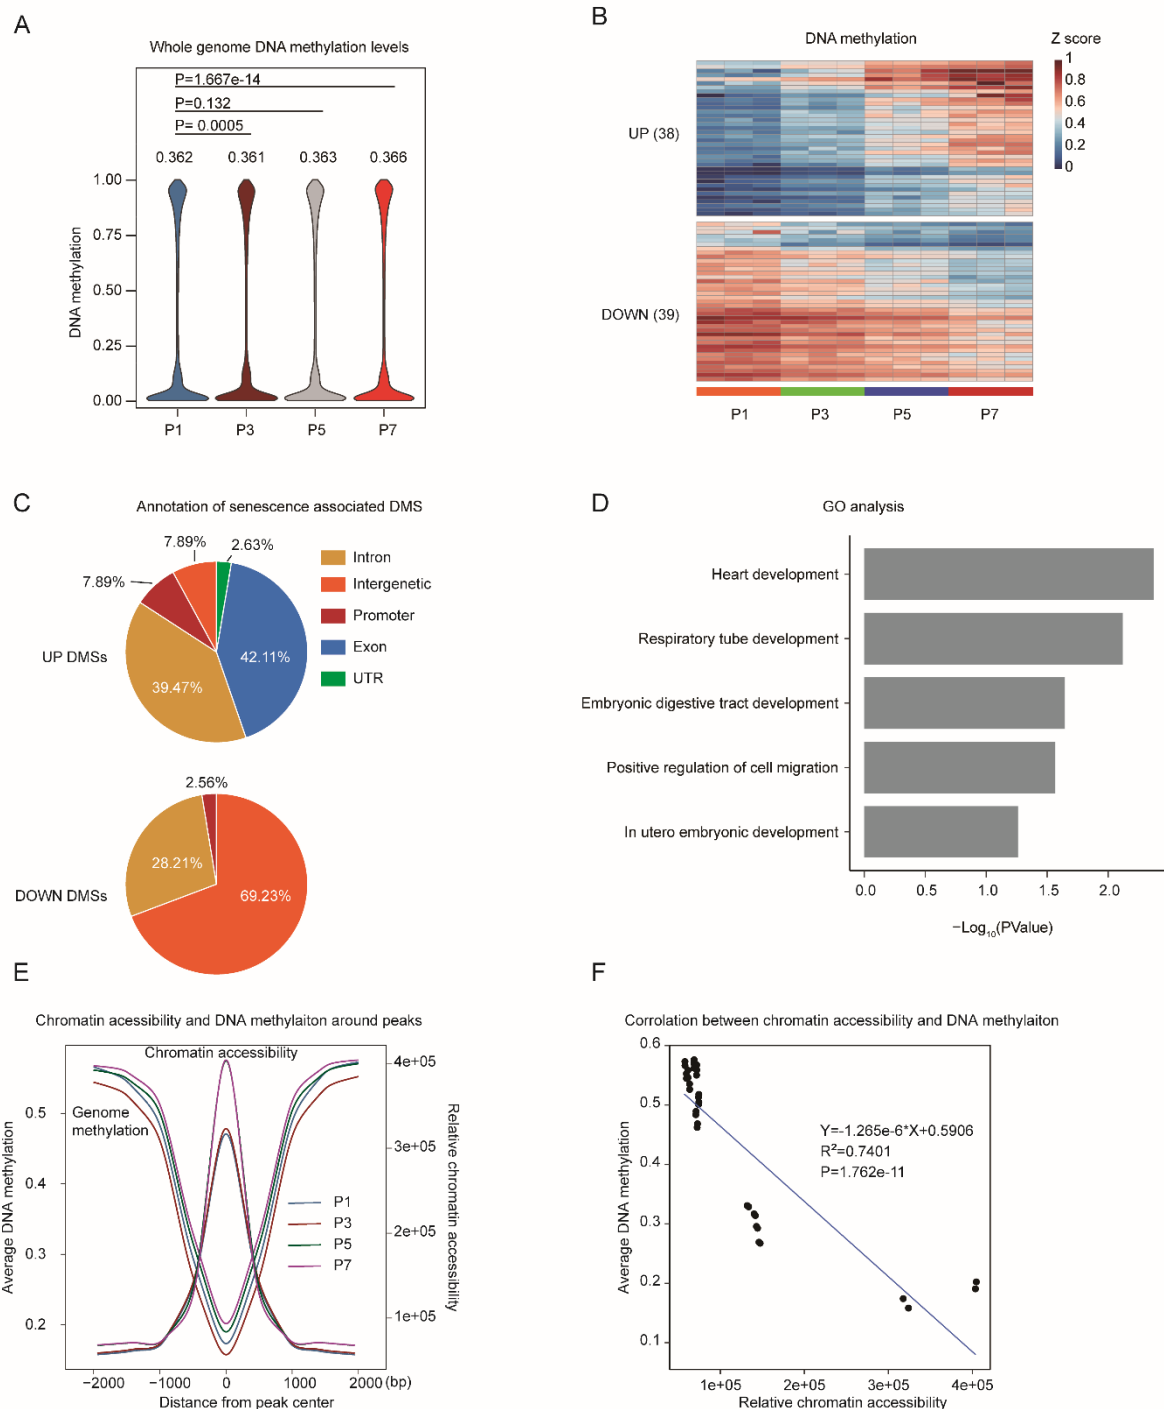

### Supplementary Figure 2. Identification of replicative senescence-associated signatures in genetic methylome.

(A) Violin plots summarizing the distribution of DNA methylation across the entire genome for each group. The average DNA methylation level and significance compared with P1 is labeled at the top, ( $n=3$ ). (B) Heatmap showing changes in DNA methylation for RS-associated DMSs with passaging, including 38 hypermethylated DMSs (UP) and 39 hypomethylated DMSs (DOWN). (C) Pie charts showing the locations of DMSs on the genome for hypermethylated DMSs and hypomethylated DMSs. (D) Biological process GO enrichment analysis based on genes related RS-associated hypermethylated DMSs. The genes whose gene bodies included RS-associated DMSs were identified as DMS-related genes. (E) Line plot showing the dynamics of DNA methylation and relative chromatin accessibility around the center of peaks of ATAC-seq. The average DNA methylation and relative chromatin accessibility were calculated in every bin (500 bp length) around the center of ATAC-seq peaks. The relative chromatin accessibility was normalized based on

total reads number. (F) Regression plot showing the correlation between the chromatin accessibility and DNA methylation. Each dot indicated the value of the average DNA methylation and relative chromatin accessibility of each bin.  $R^2 = 0.7401$ ,  $P = 1.762e-11$ .

## Supplementary figure 3

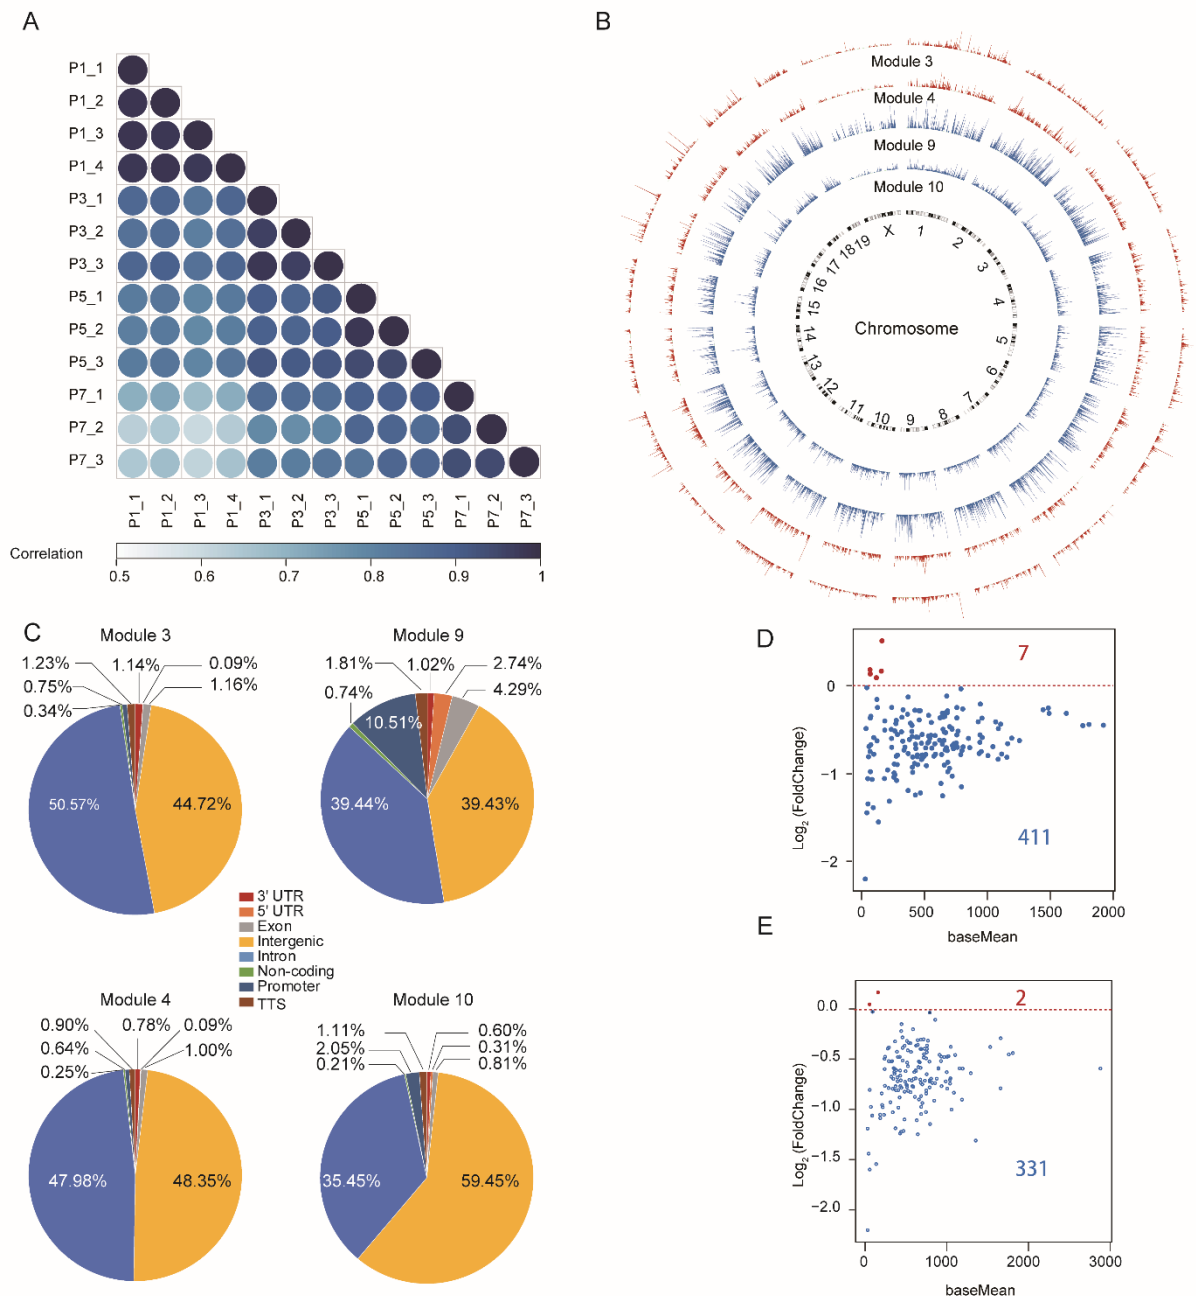

**Supplementary Figure3. Chromatin accessibility dynamics of replicative senescence.**

(A) Heatmap showing Pearson's correlations between samples based on ATAC-seq (n=4 for P1, n=3 for P3, P5 and P7). (B) Circos plot showing the distribution and accessibility of peaks from module 3, module 4 (red), module 9 and module 10 (blue) on the genome. (C) Pie charts showing the distributions of peaks from module 3, module 4, module 9 and module 10 on the genome. (D) MA plot of senescent cells (P7) and proliferating cells (P3) showing the log<sub>2</sub> ratios of peak accessibility versus mean-normalized read counts for peaks related to G2M checkpoint-associated genes (the gene set was downloaded from MSigDB). (E) MA plot of senescent cells (P7) and proliferating cells (P3) showing the log<sub>2</sub> ratios of peak accessibility versus mean-normalized read counts for peaks related to E2F target genes (the gene set was downloaded from MSigDB).

## Supplementary figure 4

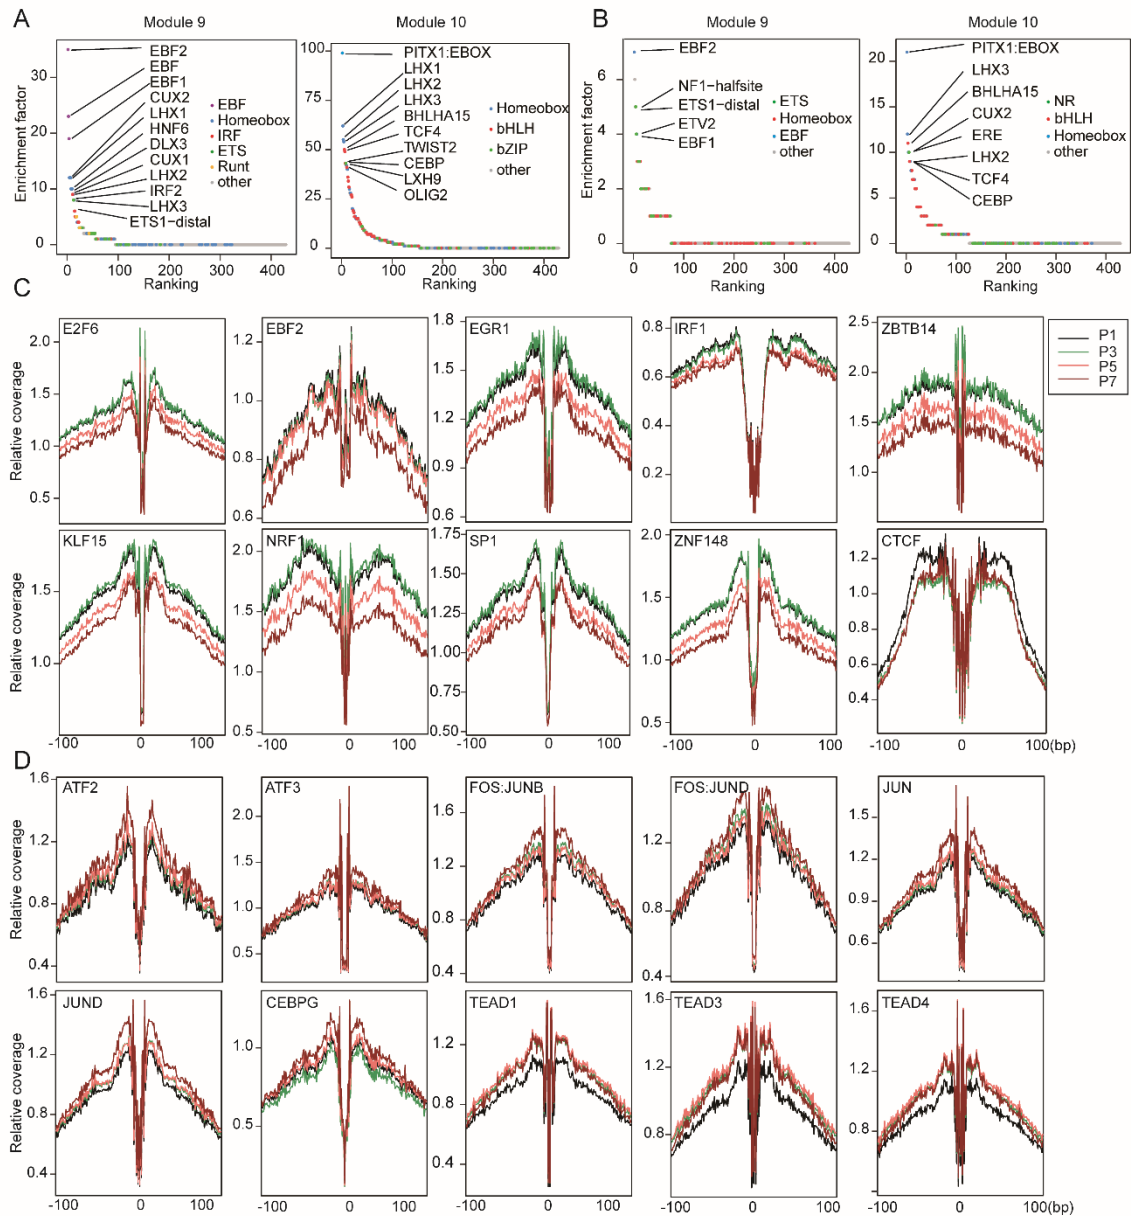

**Supplementary Figure 4. Identification of replicative senescence-associated regulatory TFs.**

(A) Ranking of motifs enriched in RS-associated peaks from module 9 and module 10. (B) Ranking of motifs enriched in RS-associated peaks located in enhancer regions from module 9 and module 10. The colors of the points represent different TF families. (C-D) Transcription factor footprinting in chromatin-accessible regions based on ATAC-seq. The mean ATAC-normalized coverage averaging the forward and reverse strand within 100 bp upstream and downstream of the corresponding transcription factor motif sites is shown. The ATAC normalized coverage dynamics from P1 (black line), P3 (green line), P5 (orange line) and P7 (dark red line) are shown. (C) RS-associated up-regulated TFs. (D) RS-associated down-regulated TFs.

## Supplementary figure 5

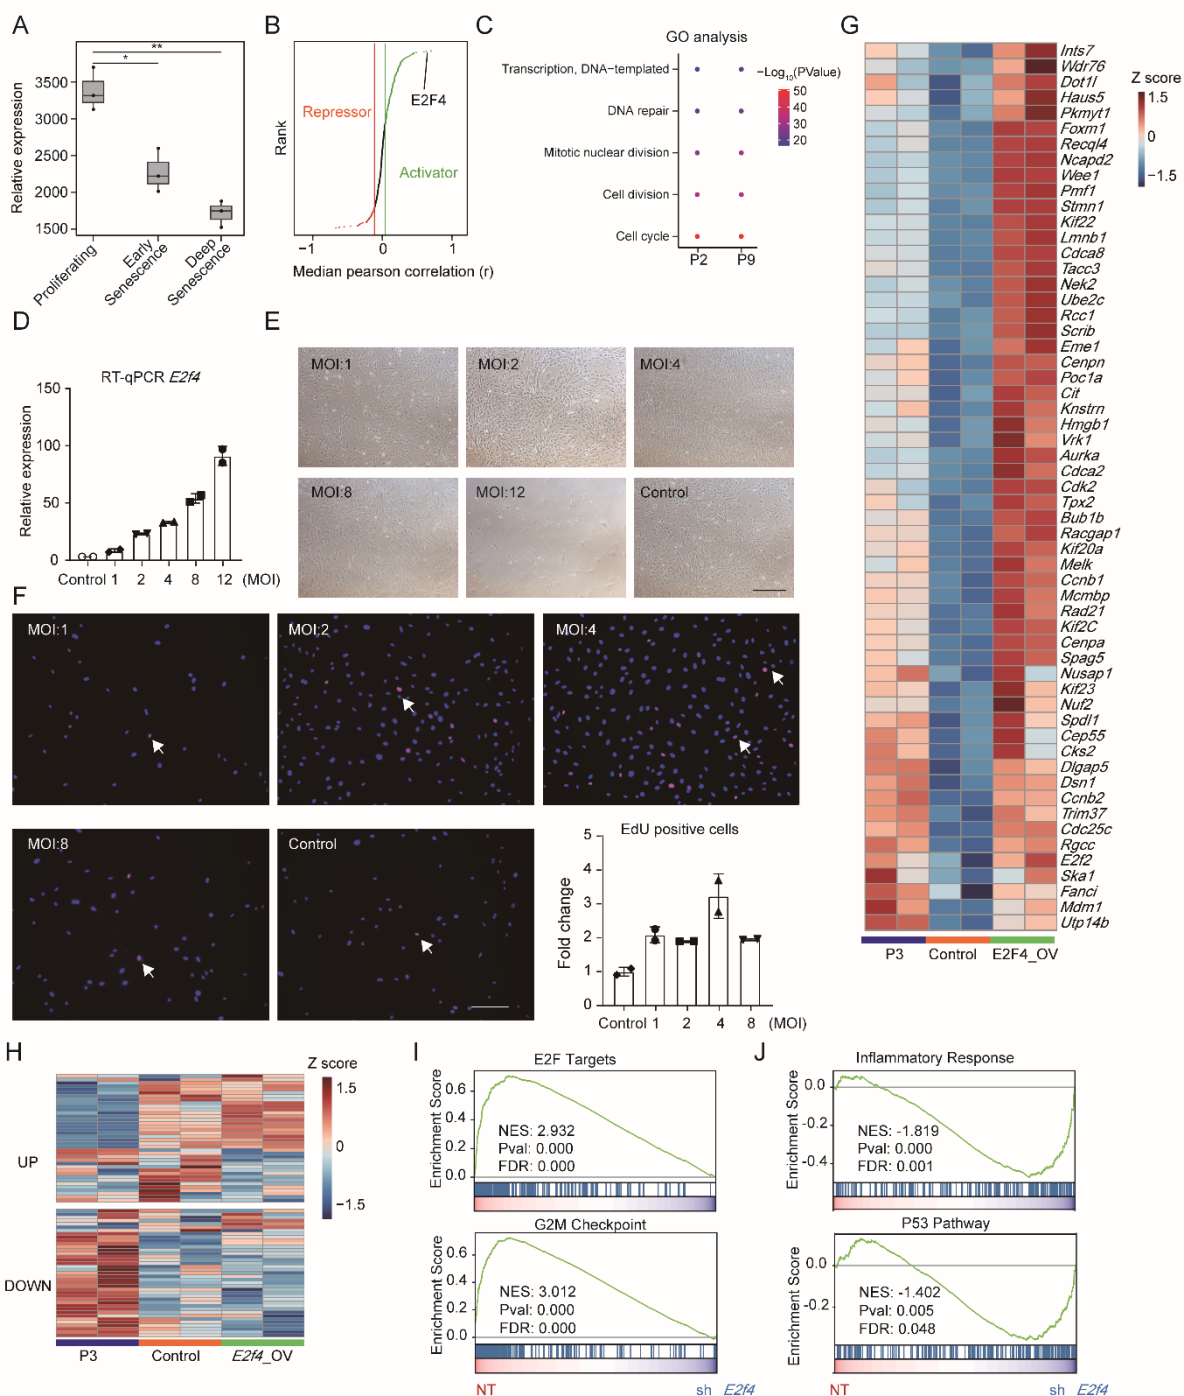

### Supplementary Figure 5. E2F4 affects replicative senescence-associated phenotypes as a regulatory TF.

(A) Bar plot showing the change in *E2F4* expression with passaging in human ES-derived lung fibroblasts (GSE109700), (n=3). (B) Classifying TFs as activators or repressors based on ATAC-seq and RNA-seq using DiffTF. E2F4 was identified as an activator of downstream genes ( $P < 0.001$ ). (C) Biological process GO analysis based on E2F4-regulated genes, which were identified via CUT&Tag analysis. Only the top 5 most significantly enriched terms in P2 and P9 cells were shown, (n=2). (D) RT-qPCR detecting *E2f4* expression after lentivirus-mediated over-expression with different MOIs (n=2). (E) Light field images showing the change in cellular density after *E2f4* overexpression with different MOIs. Scale bar = 200  $\mu$ m. (F) EdU staining showing the change in proliferative capacity after *E2f4* overexpression with different MOIs. Blue dots indicate nuclear staining, and red dots indicate EdU-positive cells (white arrows), (n=2). Scale bar = 200  $\mu$ m. (G) Heatmap showing changes in the expression levels of cell cycle-related genes based on RNA-seq, (n=2). (H) Heatmap showing changes in DNA methylation of identified RS-associated DMSs after *E2f4*

overexpression, (n=2). (I-J) GSEA showing the change in RS-associated pathways related to cell cycle (I) and inflammation (J), (n=3).

Data were analyzed by one-way ANOVA (A). Error bars denote for the SD. \*\*  $P < 0.01$ ; \*  $P < 0.05$ .

## Supplementary figure 6

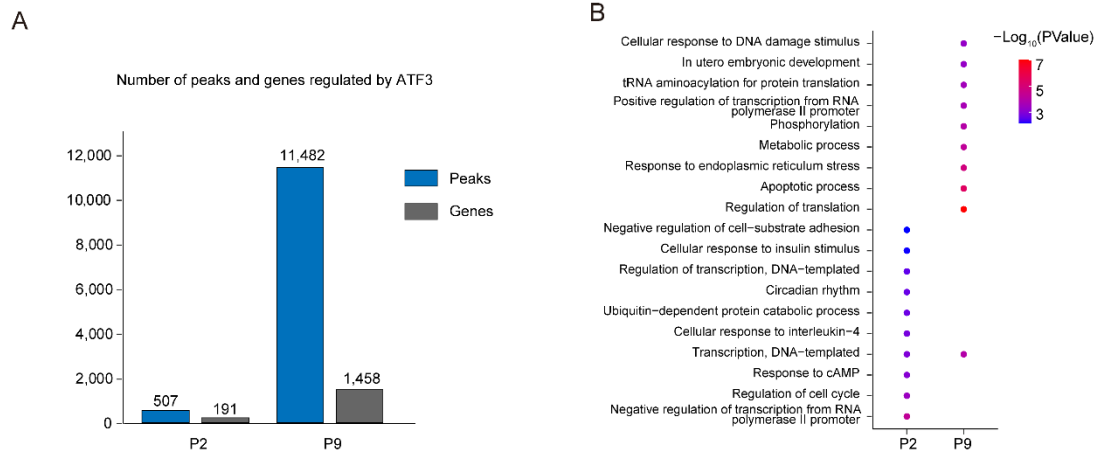

### Supplementary Figure6. Some RS-associated pathways were under regulation of activated ATF3 during senescence.

(A) Bar plot showing the number of peaks identified via ATF3 CUT&Tag in proliferating (P2) and senescent cells (P9) (blue bar), and the number of genes under regulation of ATF3 (grey bar). The genes whose promoters were overlapped with identified ATF3 CUT&Tag peaks were regarded as under the regulation of ATF3, (n=2). (B) Biological process GO enrichment analysis based on ATF3-regulated genes in proliferating (P2) and senescent cells (P9). Top 10 most significantly enriched terms were shown.

How the deposited data were processed for this re-analysis (not part of the article)

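RNA-seq and ATAC-seq data of mouse skin fibroblasts were used. The RNA-seq data of replicative senescence are 16 libraries, 4 each of P1, P3, P5 and P7. The other RNA-seq experiments are E2f4 overexpression (2 libraries and 2 control libraries), E2f4 knockdown (3 libraries of hairpin sh1 and 3 of a non-targeting hairpin), Tead1 knockdown (3 each of sh3, sh4 and a non-targeting hairpin) and Atf3 knockdown (3 each of sh5, sh6 and a non-targeting hairpin). The ATAC-seq data are 13 samples, 4 of P1 and 3 each of P3, P5 and P7. Conditions and replicate numbers were taken from the sample labels, and the hairpin numbers from the table of hairpin sequences of the paper.

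According to the methods, the authors trimmed the RNA-seq reads with Trimmomatic 0.39, aligned them to mm10 with Hisat2 2.2.1 and counted them on each gene with HTSeq-count 0.12.4 without regard to strand. The deposited values are raw counts, which are whole numbers without normalization, for 24984 genes per library. For ATAC-seq, the authors used the pipeline of the Kundaje lab, with alignment by Bowtie2, removal of duplicates by Picard and peak calling by MACS2 in each sample. The fold enrichment deposited for each peak is the value that MACS2 gives at the summit over the background of the same sample. The deposited -log10 p and -log10 q of each peak were also computed by MACS2 within the sample, and the smallest -log10 p in each list was 2. The peak lists hold no counts of reads, so the depth of the ATAC-seq samples is unknown, and no interval was computed for them.

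Gene symbols were matched to the RefSeq annotation of GRCm38, which is the assembly of mm10. Of the 24984 genes, 24462 matched by symbol and 419 by a single older symbol, and 24848 had an exonic GC content. Coordinates are given from 1 on this assembly. Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3, with all its groups in 1 fit. Genes were filtered with filterByExpr, libraries were scaled with TMM, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment. A gene was called with an adjusted p under 0.05 and a log2 fold change over 1 in either direction, as in the paper. Values of single genes are CPM after TMM scaling, as mean and SD over libraries. The total counts per library lay between 9147324 and 27552949. Intervals and floors (3 counts) cover counting error only. Replicates spread more than counting error, with a chi-square per degree of freedom between 2.75 and 63.7 over 50 pairs of replicates. The counting ignored strand, so genes that overlap another gene have uncertain counts.

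Gene sets were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01, over 22 sets per comparison. The sets were the S-phase and G2/M genes of the Seurat package, 12 Reactome sets, and 8 lists, of NF-kB and inflammatory genes, interferon-stimulated genes, the citrate cycle, glycolysis, cholesterol biosynthesis, oxidative phosphorylation, ribosomal proteins and 1 set of genes whose results are not reported here. The lists were written by hand. The hallmark sets that the paper used were not analysed here. The genes given in the text were the 24 named by the paper or shown in Fig. 4G, the targeted genes, and the 3 highest and 3 lowest called genes of each comparison. The latter needed an average log2 CPM of at least 3 and no overlap between the groups. Interferon-stimulated genes, genes of the Y chromosome and Xist were named after their values were seen, and the sets followed across alternatives were also chosen after the set results were seen. Marker lists of macrophages, antigen-presenting cells, skeletal muscle, keratinocytes, endothelium, Schwann cells and melanocytes, adipocytes and fibroblasts were compared with 10000 random lists of the same size and mean expression.

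Principal components were computed on log2 CPM with a prior count of 2. Genes called in any passage were clustered into 6 clusters on z-scores with Euclidean distance and complete linkage. Promoters from 500 bases upstream to 100 bases downstream of the transcription start site were searched on both strands for consensus sequences of E2F and AP-1. ATAC-seq peaks with several summits were merged, and a consensus peak had a peak in more than 60% of the replicates. Gained and lost peaks had no overlapping peak in any replicate of the other passage. The summit and 100 bases on each side were searched for 7 consensus sequences with pysam 0.24.0, and shares were compared with Fisher's exact test of scipy 1.17.1. Values per ATAC-seq sample were compared with exact permutation tests. With 4 samples against 3 there are 35 splits, and the smallest two-sided p is 0.0286.

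The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in place of TMM, no filter on low counts, at least 10 counts in every library, a test against a fold change of 1.5, the replicate number as a block, only the 2 groups compared, and leaving out each library in turn. For gene sets they were an estimated correlation, fry and GSEA of gseapy 1.3.1 with 1000 permutations. For peaks they were a -log10 q of at least 5, the same number of top-ranked peaks (142384) in every sample, a longer overlap, a peak in every replicate, other windows, a GC-matched background and leaving out each sample. For the principal components and clusters they were the 500 most variable genes, a variance stabilizing transformation, k-means and Ward's linkage. A correction for GC content, fitted in each library as a natural spline with 5 degrees of freedom on exonic GC content, and a background of the same peak strength were added after the data were seen.

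The edgeR steps were tested on simulated data drawn from the real means and dispersions with 200 changed genes. For P7 against P1, 199 of the 200 were called among 13244 tested genes, with 3 unchanged genes called. With a trend on GC content added to some libraries, 32 unchanged genes were called, and 0 after the correction. The steps for gained and lost peaks found 299 of 299 regions planted as gained and 176 of 176 planted as lost. Each of these regions was in every replicate of its group and in none of the other. This checks the counting only, and not how calls that vary between samples affect the numbers. RRBS, CUT&Tag and read-level ATAC-seq analyses, such as footprints and accessibility modules, were not analysed here. The E2f4 hairpin sh2 has no library among the samples used.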

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

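The tests of single libraries, of interferon-stimulated genes across hairpins, of GC content and of other splits of the hairpin libraries were chosen only after the results were seen, and the tests of genes that differ between hairpins were not.

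In 7 of 104 groups of 4 samples, 1 value lay apart from the other 3 by Dixon's test. Chance flags about 1 in 20 groups. Replicate 4 of P1 had a total of 14.85 M counts against 13.43 to 13.6 M in the others. For Fos, replicate 3 of P1 had 10.05 CPM against 8.15 to 8.292, and replicate 3 of P5 had 14.6 CPM against 10.52 to 11.2. For Tead1, replicate 1 of P7 had 279.5 CPM against 405.6 to 416.6. Ccl12 had 0.06572 CPM in replicate 1 of P3, which is 1 read, and is listed at 0 in the other 3 libraries. No explanation was tested for these values, technical or biological, and the labels give no difference between replicates of a passage. Without replicate 1 of P7 the log2 fold change of Tead1 at P7 against P1 was 0.24 (adjusted p = 0.059) in place of 0.12.

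Replicate 1 of P3 also had 8.823% of its counts in the 10 most abundant genes, against 8.172 to 8.266% in the others, and a score of -22.64 on the second principal component against -35.4 to -33.6. Its trend on GC content was flatter, with a slope of -0.0405 per 0.1 of GC content against -0.298 to -0.197. With the trend removed from every library, the scores of P3 were -24.75 for this replicate and -31.28 to -27.24 for the others. Its gap to the nearest library was then 0.38 of the range, under the critical value. A difference in GC bias between libraries may thus be behind its place on this component. What caused the difference in GC bias stays open, and no biological explanation was tested.

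The hairpins sh3 and sh4 against Tead1 differed in 35 genes, 3 higher and 32 lower with sh4. Interferon-stimulated genes were lower with sh4 than with sh3, with a median log2 fold change of -1.1659 (adjusted p = 5.23e-36 from camera and 0.0127 from fry). The median log2 CPM of these genes was 2.404 to 3.244 in the libraries of sh3, 1.012 to 1.874 in those of sh4 and 0.272 to 0.856 in those of NT, so the libraries of the hairpins do not overlap, which chance gives in 10% of cases with 3 against 3. With these 6 libraries alone 38 genes were called, 1 of the 10 splits gave as many, and the others gave 0 (at most 37 genes over a fold change of 2 at an unadjusted p under 0.05). Chance cannot be told apart, since with 10 splits the share is never under 0.1. The targets of the hairpins share 20 of 21 bases, and Tead1 differed by a log2 fold change of 0.18 (adjusted p = 0.00625). A response to the hairpin constructs and an effect of the lower level of Tead1 both stay open, and neither was tested.

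The hairpins sh5 and sh6 against Atf3 differed in 2102 genes, 849 higher and 1253 lower with sh6. With these 6 libraries alone 1985 genes were called, and 1 of the 10 splits gave as many. The others gave 0 (at most 66 genes over a fold change of 2 at an unadjusted p under 0.05). The share of splits cannot decide, since with 10 splits it is never under 0.1. By the unadjusted count the real split gave 2065 genes, far more than any other, which argues against chance for this number. Between the hairpins, glycolysis had a median log2 fold change of 0.65 (adjusted p = 5.24e-05) and oxidative phosphorylation 0.33 (adjusted p = 0.0021), both higher with sh6. Cdkn1a was also higher with sh6 (0.87, adjusted p = 6.83e-04) and Cdkn2b lower (-0.73, adjusted p = 1.61e-04). The fold changes of sh5 followed GC content, those of sh6 much less (Spearman's rho -0.653 and -0.116), and the difference between the hairpins was not tested with this trend removed. The targets do not overlap, and off-target effects of either hairpin stay open, as untested.

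Interferon-stimulated genes, which the paper does not discuss, were higher with E2f4 sh1 than with NT, with a median log2 fold change of 2.075 and all 21 genes higher. A single library does not account for this, since the highest adjusted p without each library in turn was 4.165e-50. The medians per library were 4.25 to 5.079 log2 CPM with sh1 and 1.905 to 2.587 with NT. With Tead1 sh3 the set was also higher than with NT, without each library in turn as well (highest adjusted p = 6.601e-16), and with sh4 less so, but with Atf3 sh5 it was lower. The latter depended on replicate 1 of NT, whose median was 5.834 log2 CPM against 4.011 and 3.496 in the other NT libraries. Without it, the adjusted p with sh5 was 0.1639 and the median -0.4621 (4 genes higher and 17 lower). With sh6 the median was -1.1 (0 of 21 higher, adjusted p = 0.2675), and -0.3109 (9 higher and 12 lower, adjusted p = 0.7923) without this replicate. A response to any targeting hairpin would raise these genes with each of the 5 hairpins, and no fit without a library gave a higher median with sh5 or sh6. The NT libraries of Atf3 knockdown already had higher medians than those of E2f4 knockdown and of Tead1 knockdown (0.272 to 0.856). A further rise may be hard to see from that level, so these fits cannot exclude such a response. A response to single hairpins stays open, as untested. An effect of E2F4 on these genes was not tested apart from the hairpin. With E2f4 overexpression the median of the set was -0.11 (adjusted p = 0.637).

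Genes of cholesterol biosynthesis, which the paper does not discuss, were higher with Atf3 sh5 than with NT, with a median log2 fold change of 0.5248 (adjusted p = 2.37e-13 from camera). Over the alternatives the adjusted p lay between 0 and 0.00291, and between 7.16e-22 and 2.12e-11 without each library in turn. After GC correction it was 2.277e-28, which argues against GC content as the whole cause. With sh6 the set had an adjusted p of 0.00567 (1.285e-05 to 0.111 over the alternatives), and it was lower than with sh5 by a median of -0.1356 (adjusted p = 0.263 from camera and 0.0006895 from fry). The set was also higher with Tead1 sh3 (median 0.2131, adjusted p = 1.58e-04), Tead1 sh4 (0.2133, adjusted p = 1.46e-05) and E2f4 overexpression (0.6361, adjusted p = 5.71e-05), so a rise is not particular to Atf3 knockdown. Its cause stays open, and off-target effects were not tested.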

How the results depend on the processing

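The correction for GC content, the background of the same peak strength and the gene sets and genes followed here by name were chosen only after the results were seen, and the other alternatives were set before the data were examined.

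Of 967 values of the 71 results that answer a comparison, 857 kept their direction and their side of the threshold, 20 lost a call, 2 gained one, 69 moved and 19 reversed. Of 2023 values of 103 results of single genes, 1923 were kept, 69 lost a call, 9 gained one, 6 moved and 16 reversed. For a single gene, a call here is an adjusted p under 0.05, whatever the fold change. Of 764 values of 65 other results, 657 were kept, 36 lost a call, 24 gained one, 16 moved and 31 reversed. DESeq2 in place of edgeR changed 1 of 114 results, its size factors 0 of 114, and no filter on low counts 3 of 114. Unless a cause is given below, the cause was not tested.

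The numbers of changed genes over the alternatives with all libraries ranged from 487 to 1505 for P3 against P1, 1086 to 2534 for P5, 1796 to 3522 for P7, 261 to 487 for P7 against P5, 1565 to 2639 for E2f4 overexpression, 97 to 253 for sh1, 221 to 390 for sh3, 116 to 224 for sh4, 245 to 733 for sh5 and 1560 to 2233 for sh6. When at least 10 counts in every library were required, fewer genes were tested, and the numbers were 487 for P3 (42.3% higher against 26.68%), 1086 for P5, 1796 for P7 and 296 for P7 against P5, against 1207, 2010, 2881 and 467. In any passage they were 1985 against 3197, with sh3 221 against 353 and with sh4 116 against 199. This filter gave values for 99 of 114 results, since the other genes were removed. A test against a fold change of 1.5 gave more genes for some comparisons (2639 for overexpression, 2233 for sh6 and 3574 in any passage) and fewer for others, with 261 for P7 against P5, 97 for sh1 against 206, 116 for sh4 (53.45% higher against 65.83%) and 245 for sh5 (36.73% higher against 26.51%).

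With the trend on GC content removed, 1565 genes were called with E2f4 overexpression against 2394, and 345 with sh5 against 694 (41.45% higher against 26.51%). The sets called with sh5 were 5 against 8. The adjusted p of the G2/M genes with sh5 rose to 0.7455, and the direction of the camera test of the S-phase genes changed with sh5 (adjusted p = 0.7455) and with sh6 (0.9624). The median of these genes with sh6 stayed higher (0.0742). Reversed were also E2f4 at P3 (0.0132), Cdkn1a with overexpression (-0.249) and Cdkn1a with sh5 (0.0866).

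Gene sets depended on the test, and lost calls are named here for some of the sets only. With the correlation estimated from the data, the sets called fell to 2 from 12 for P7 against P1, 1 from 11 for P7 against P5, 4 from 9 for sh1 and 2 from 8 for sh5. At P3 the call of the S-phase genes (0.8475) and at P5 those of the S-phase (0.08729) and G2/M genes (0.1266) were lost. The numbers fell to 0 for overexpression (3 at an unadjusted p under 0.05), sh3 (6), sh4 (5) and sh6 (5), from 12, 7, 9 and 11. Other lost calls, with adjusted p, were those of the S-phase genes (0.05042) and NF-kB and inflammatory genes (0.3119) at P7 against P5, S-phase (0.3136) and G2/M genes (0.3369) with overexpression, G2/M genes with sh1 (0.05281) and sh5 (0.6817), and glycolysis with sh3 (0.1302) and sh4 (0.1533). Over the alternatives the lowest adjusted p was 1.036e-07 for the S-phase genes at P3, 3.715e-28 and 1.889e-24 for the S-phase and G2/M genes at P5, 0.004606 for the G2/M genes with sh5, 7.654e-05 and 1.44e-05 for glycolysis, and 0 by gseapy, where no permutation gave as high a score, for the other lost calls. Fry called 20 sets for P7 against P1, 7 for P7 against P5, 19 for overexpression, 12 for sh3, 5 for sh5 and 17 for sh6. It gained the NF-kB and inflammatory genes at P7 against P1 (0.01101) and lost the G2/M genes with sh5 (0.0643). With gseapy, glycolysis with sh3 had 0.1189 (7.654e-05 to 0.1302 over its alternatives). The S-phase and G2/M genes stayed called under each alternative at P7 against P1, with a highest adjusted p of 0.03056 for both.

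Without each library in turn, the numbers of changed genes were 1152 to 1321 for P3, 1988 to 2153 for P5, 2894 to 3014 for P7, 398 to 526 for P7 against P5, 167 to 246 for sh1, 316 to 365 for sh3, 174 to 213 for sh4, 489 to 1037 for sh5 and 1953 to 2261 for sh6. The sets called with sh5 were 5 (without replicate 3 of sh5) to 8, and the adjusted p of the G2/M genes with sh5 0.01043 to 0.09359 (without replicate 3 of sh5). At P7 against P5, log2 fold changes were -0.3924 (without replicate 4 of P7) to 0.2117 for Atf3, -0.0608 (without replicate 2 of P5) to 0.2514 for Jund and -0.1404 to 0.0485 (without replicate 1 of P7) for Tead1. Cdkn1a with sh5 had -0.2794 to 0.0421 (without replicate 3 of sh5). With 2 libraries per group, leaving out a library of E2f4 overexpression left 1, so no test was made.

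Replicate numbers were not taken to pair the libraries, because not every pair of equal numbers had a residual correlation over 0.1. In the passages all 4 pairs were positive for P1 with P3 (lowest 0.0804, highest 0.517) and for P1 with P7 (0.0864 to 0.379), so shared origins are not excluded there. Over all 24 pairs of the passages they had both signs (-0.492 to 0.517), as in Tead1 knockdown (-0.155 to 0.228) and Atf3 knockdown (-0.382 to 0.298), and in E2f4 knockdown they were 0.031 to 0.0925. With overexpression both pairs had 0.336, the same value by construction with 2 libraries per group. With the replicate block, 159 of 165 results were kept, and 3 lost a call, 2 gained one and 1 reversed, which was Atf3 at P7 against P5 (-0.004). In any passage 3217 genes were called with the replicate block. With GC correction and replicate block together, 1577 genes were called with overexpression and 318 with sh5 (42.14% higher), with 5 sets for sh5. The adjusted p of the G2/M genes with sh5 was 0.6892, and reversed were the S-phase genes with sh5 (0.6901) and sh6 (0.961), E2f4 at P3 (0.0142) and Cdkn1a with overexpression (-0.2477) and with sh5 (0.0796). The ATAC-seq groups were compared by peak lists without a model, and no paired analysis of them was run.

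The first principal component had 84.23% of the variance with the 500 most variable genes, and 59.7% (without replicate 1 of P1) to 65.4% (without replicate 4 of P3) without each library. In promoters, the AP-1 motif in falling genes (odds ratio 1.01) had 0.929 with a GC-matched background and 0.949 to 1.02 without each library, and in rising genes (1.05) 0.965, and 0.909 to 1.21.

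The depth of the ATAC-seq samples is unknown and limits the numbers of gained and lost peaks. From P1 to P7, 33287 gained and 6295 lost peaks became 13634 and 11276 with the same number of top peaks per sample, and 15947 and 2749 when every replicate had to have the peak. Without each sample, 19082 (without replicate 2 of P7) to 38021 were gained and 8375 to 10786 (without replicate 2 of P1) lost. By step, gained were 2825 (without replicate 3 of P3) to 6976 from P1 to P3 (5624 with all), 13425 (without replicate 2 of P5) to 36883 from P3 to P5 (28381) and 5802 (without replicate 2 of P7) to 22980 (without replicate 2 of P5) from P5 to P7 (14823). Lost were 19308 to 23872 (without replicate 2 of P1) from P1 to P3 (15685), 678 (without replicate 3 of P3) to 3358 (without replicate 2 of P5) from P3 to P5 (1848) and 2187 (without replicate 2 of P5) to 9572 (without replicate 1 of P7) from P5 to P7 (6060). A consensus peak had to lie in over 60% of the samples, which is 3 of 4 at P1 and 2 of 3 later, so without 1 sample the rule is looser at P1 (2 of 3) and stricter later (2 of 2).

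Odds ratios of motifs against peaks of the same GC content were reversed for RUNX in peaks gained from P1 to P7 (0.8649), homeobox gained from P3 to P5 (0.9542) and from P5 to P7 (0.8079), homeobox lost from P3 to P5 (1.104), RUNX gained from P3 to P5 (0.9557), AP-1 gained from P5 to P7 (0.9559) and E2F lost from P5 to P7 (1.025). Against peaks of the same strength, reversed were AP-1 (1.13) and EBF (1.059) lost from P1 to P3, TEAD gained (1.114) and AP-1 lost (1.239) from P3 to P5, and E2F lost (1.31) and homeobox gained (0.858) from P5 to P7, and homeobox lost from P5 to P7 lost its call (1.13). Among peaks with a -log10 q of at least 5, RUNX lost from P1 to P7 had 1.077.

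Without each sample, the odds ratios were 0.9514 to 1.079 for E2F lost from P1 to P7 (1.119 with all), 0.997 to 1.052 for RUNX gained from P1 to P7, 0.8233 to 0.9889 for E2F lost from P3 to P5 (1.008), 0.862 to 1.147 for homeobox lost from P3 to P5 (0.9317) and 0.5524 to 0.7564 for RUNX lost from P3 to P5, not called without replicate 1 or 3 of P3. From P5 to P7 they were 0.9919 to 1.189 for AP-1 gained (1.073), below 1 without replicate 3 of P5, 0.8043 to 1.01 for E2F lost (0.8647), and 0.9668 to 1.115 for homeobox gained (1.021).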

Differences from the paper's values

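The correction for GC content and the background of the same peak strength were chosen only after the results were seen, and the other alternatives were set before the data were examined.

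The sizes of 5 of the 6 clusters of passage genes, ordered by size, differed from those of the paper in Fig. 1C, read by eye. The second to sixth clusters had 1009, 838, 111, 99 and 79 genes, against the paper's about 630, about 520, about 500, about 370 and about 330. Of the alternatives set before the data were examined, Ward's linkage gave 591, 555, 504, 442 and 364, within 1.5 times of each of the paper's sizes. With k-means, the sizes 836, 568, 448 and 268 were within 1.5 times and the sixth, 173, was not.

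The paper describes no clear change of accessibility over the whole genome with passaging. The number of peaks at P7 was 1.237 times that at P1, with every P7 sample above every P1 sample, while the covered bases had a ratio of 1.03.

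The paper reports TNF and interleukin pathways as higher at late senescence. At P7 against P5 the Reactome sets of TNF signaling (8 genes tested, median log2 fold change -0.06, adjusted p = 0.834) and signaling by interleukins (median -0.0015) were not called, while the list of NF-kB and inflammatory genes was higher. The methods of the paper name hallmark sets, which were not analysed here. The sets compared therefore hold other genes, here and for the pathways below, and a missing call does not contradict the paper.

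The paper describes rising accessibility of the promoters of Cdkn2a and Cdkn1a. At the start site of Cdkn1a at 29093769, the strength of the peak went from percentile 93.4 to 89.6, and at the upstream start site of Cdkn2a it fell from 93.9 to 84.5. At the other start site of each gene it rose, for Cdkn2a from percentile 57.0 to 86.7, which goes with the paper. The paper writes of p16, and the start sites of Cdkn2a were not assigned to p16 or p19ARF here. The fall at the upstream start site therefore cannot be set against the paper.

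The paper places AP-1 motifs in peaks that open with senescence. In peaks gained from P1 to P7 the AP-1 consensus was less frequent than in other peaks (odds ratio 0.6639), and no setting reached an odds ratio above 1. In peaks gained from P3 to P5 the odds ratio was 0.6833 (0.5972 to 0.9075 over the alternatives). For peaks gained from P5 to P7 it was 1.073, and 1.647 with the background of the same peak strength, chosen after seeing the values.

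For peaks that disappear, the paper names LHX, RUNX and E2F motifs. The RUNX consensus was less frequent in the peaks lost from P1 to P3 (odds ratio 0.7794) and from P3 to P5 (0.629), and more frequent from P5 to P7 (1.649). The E2F consensus had odds ratios of 0.4284, 1.008 and 0.8647 at these steps. It reached 1.31 from P5 to P7 against peaks of the same strength and 1.749 from P1 to P7, both chosen after seeing the values. It also reached 1.272 from P1 to P7 among peaks with a -log10 q of at least 5, in place of 1.119. Over samples, the share of all peaks with the E2F consensus was lower at P7 than at P1 (2.244% against 2.598%), and that with the RUNX consensus was not (5.299% against 5.23%). The RUNX share was higher between them, at 5.65% at P3 and 5.93% at P5, and so fell from P5 to P7. The homeobox core that LHX factors share was more frequent in lost peaks from P1 to P3 and from P5 to P7, but not from P3 to P5 (0.9317).

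The paper states that Atf3, Fos, Junb and Jund rise on entry into late senescence. At P7 against P5, 1 of the 4 genes, Fos, was significant (log2 fold change 0.55), and Atf3 (0.04), Junb (0.28) and Jund (0.09) were not under any setting with all libraries.

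The paper reports Tead1 as higher from early passages on. It was higher at P3, but at P7 against P1 the log2 fold change was 0.12 (adjusted p = 0.418, 0.049 to 1 over the alternatives). With the GC correction and the replicate block, chosen after seeing the values, it was 0.22 (adjusted p = 0.049).

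The paper reports higher inflammatory pathways after E2f4 knockdown. The list of NF-kB and inflammatory genes (adjusted p = 0.507) was not called under any setting, with a lowest adjusted p of 0.102. The Reactome set of cytokine signaling was called higher.

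The paper reports lower oxidative phosphorylation and citrate cycle after Tead1 knockdown. The lists were not called with sh3 (adjusted p = 0.655 and 0.737) or sh4 (0.313 and 0.584), nor under any alternative.

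The paper reports Cdkn2d as lower after Atf3 knockdown. Its log2 fold changes were -0.34 with sh5 (adjusted p = 0.316) and -0.33 with sh6 (adjusted p = 0.315), and no alternative called it with all libraries. Cdc6, which the paper reports as higher, was higher with sh6 only (0.43), and with sh5 it was not called (0.27, adjusted p = 0.189).

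The paper reports higher cell cycle pathways after Atf3 knockdown. The G2/M genes were higher with sh5 (adjusted p = 0.029) and lower, not called, with sh6 (adjusted p = 0.555). The S-phase genes were called with neither hairpin (adjusted p = 0.41 and 0.747).

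The paper reports opening promoters at C1qa and H2-Eb1 as inflammatory genes. All P7 samples and no P1 sample had a peak at C1qa. At H2-Eb1 the percentile of peak strength rose from 77.1 to 93.0, but the covered bases did not (627 to 594.3, p = 0.886, exact permutation test). The log2 fold changes of expression at P7 against P1 were -5.69 and -2.17.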

Other observations

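The tests of GC content, of peak strength, of single gene sets against other splits and of cell types were chosen only after the results were seen, and the counts of genes, sets and peaks over other splits and the tests of peak numbers and of the GC content of peaks were not.

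Other splits of the same samples into groups of the same sizes gave a measure of chance. For P3, P5 and P7 against P1 and for P7 against P5, 1 of the 35 splits, the real one, gave as many changed genes, and the other 34 gave 0 (at most 130, 134, 145 and 150 genes over a fold change of 2 at an unadjusted p under 0.05). These counts used only the 8 libraries compared, with 1182, 1905, 2766 and 385 genes in the real splits. Of 100 drawn splits of the 16 libraries into 4 groups, 1, the real one, gave as many as 3197 genes, and the highest of the others was 1167. With 3 libraries against 3, 1 of the 10 splits gave as many genes for each of sh1, sh3, sh4, sh5 and sh6, and the others gave 0 (at most 41, 39, 25, 66 and 50 over a fold change of 2 at an unadjusted p under 0.05). The design keeps the share from falling under 0.1, so chance cannot be told apart from an effect by this share. By the unadjusted count the real splits gave 267, 361, 218, 744 and 2139 genes, well above the others, which argues against chance for these numbers. From P1 to P7, 1 of the 35 splits gave as many gained ATAC-seq peaks (highest of the others 12486), and 5 of the 35 gave as many lost peaks. Besides the real one, these are the 4 splits with all 3 P7 samples in the group of 4, where peaks gained at P7 count as lost. The other 30 gave at most 2924 lost peaks against 6295. The count over all 35 splits cannot decide, since those 4 splits are no measure of chance. The other 30, all below the real split, argue against chance for the lost peaks.

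The numbers of called gene sets were not exceptional. As many sets were called in 13 of the 35 splits for P7 against P1 and in 15 of the 35 for P7 against P5. With 10 splits each, the numbers were 6 for sh1, 2 for sh3, 2 for sh4, 4 for sh5 and 3 for sh6, and chance cannot be told apart there for the reason given above. For single sets at P7 against P1, 1 of the 35 splits gave a p as small for the S-phase genes and 1 for the G2/M genes, which argues against chance. For the NF-kB and inflammatory genes at P7 against P5 it was 2 of the 35, so for these chance stays a possible explanation.

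The fold changes followed the GC content of the transcripts most with E2f4 overexpression, where the libraries and their controls had opposite trends (Spearman's rho 0.565), and with Atf3 sh5 (-0.653). They did so less at P3 against P1 (-0.264, with 1187 genes called in place of 1207 once the trend was removed) and least with Tead1 sh3 (0.0125). With sh5, 1 library had most of the trend, replicate 3, with a slope of -0.666 per 0.1 of GC content against -0.165 and -0.107 in the others and 0.138 to 0.288 with NT. With the trend removed, 1565 genes were called with overexpression in place of 2394, and 345 with sh5 in place of 694, so the trend may account for part of the calls and not for all. With overexpression the S-phase genes kept their call (adjusted p = 2.704e-16, 0 to 0.314 over the alternatives). With sh5, the adjusted p of Cdkn2a was no longer under 0.05 (0.2413). The G2/M genes lost their call (adjusted p = 0.7455, 0.00461 to 0.746 over the alternatives). GC content stays a candidate explanation for both. Without replicate 3 of sh5, Cdkn2a had -0.52 with sh5 (adjusted p = 0.003158). With sh6, Cdkn2a kept an adjusted p under 0.05 (4.634e-05), at a fold change under 2. The trend itself may come from the libraries or from the cells, and since it follows the groups with overexpression, the correction can also remove an effect of E2F4.

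Genes called at P7 against P1 moved, as lists, the other way with E2f4 overexpression. Those higher at P7 than at P1 had a median log2 fold change of -0.37 with overexpression (327 higher and 699 lower), below each of 10000 random lists of the same expression, and those lower at P7 had 0.28 (818 higher and 513 lower). When the trend on GC content was removed, the first median was -0.5137, which argues against GC content as the cause. With E2f4 sh1 the medians were 0.18 and -0.20. Both experiments go with the hypothesis that the level of E2f4 moves the passage genes as a set. Each has only 2 or 3 libraries per group, and the sh1 effect was not tested with a second hairpin. Not every gene set followed the hypothesis. Oxidative phosphorylation was higher at P7 against P1 (median 0.354), with overexpression (0.346) and with sh1 (0.211). Ribosomal proteins were higher at P7 (0.312) and with overexpression (0.510). The NF-kB and inflammatory genes, higher at P7 against P5 (0.2214), were higher with overexpression as well (0.5169, adjusted p = 3.286e-04, camera). That call with overexpression was kept with the trend on GC content removed (6.254e-05) and lost with the estimated correlation (0.3136). At P7 against P1 (0.0568) and with sh1 (0.0619) this list was not called. The S-phase and G2/M genes did follow the hypothesis. For the other hairpins the medians were 0.06 and 0.01 with sh3, -0.004 and 0.12 with sh4, -0.11 and -0.02 with sh5, and -0.13 and -0.26 with sh6. Of these, the genes higher at P7 with sh3 lay at percentile 100 of the random lists. The genes lower at P7 lay at percentile 100 with sh4 and 0 with sh6. An extreme place among the random lists is thus not particular to E2f4. With the trend on GC content removed, the medians were 0.02 and -0.05 with sh5, and -0.05 and -0.22 with sh6. The sh5 medians also changed place among the random lists, from percentile 0.29 to 85.92 and from 99.72 to 0.1.

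Marker genes of other cell types were higher at P1 than later, which suggests cells of other types in the P1 cultures. At P3 against P1 the median log2 fold change was -3.55 for macrophages (16 of 16 genes lower), -3.02 for skeletal muscle (12 of 12 lower), -6.64 for keratinocytes (9 of 9 lower) and -2.22 for endothelium (10 of 10 lower), and all 4 lists lay below each random list. The test of these 4 lists was the number below every random list, 4. The list of antigen-presenting cells had -1.41 (4 of 4 lower, percentile 6.41), within the random lists. The fibroblast list had 0.39 (6 of 10 higher, percentile 98.7). Schwann cell and melanocyte markers rose instead (0.5519, 4 higher and 2 lower), which argues against a loss of these cells, and a growth of such cells stays open. Of the adipocyte list, too few genes could be tested, and Fabp4 fell from 50.5 to 5.859 CPM.

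From P1 to P3 the summed levels fell from 532.4 to 73.62 CPM for macrophages (Lyz2 highest, 281.7 at P1), from 202.5 to 65.97 for muscle (Acta1, 57.34), from 195.5 to 3.997 for keratinocytes (Krt5, 61.88) and from 200.6 to 55.52 for endothelium (Cdh5, 46.02). The keratinocyte sum varied between P1 libraries (SD 181). After P3 the sums did not all fall further. From P5 to P7 they went from 53.11 to 129 for macrophages (Cd53 from 20.79 to 80.48) and from 48.16 to 79.97 for muscle, and that of keratinocytes was 7.695 at P7. These rises rest mostly on Cd53 and, for muscle, on Acta1 (40.12 to 71.03). The sum of endothelium fell further, to 21.76 at P5 and 13.72 at P7. Fibroblast markers summed to 25890 CPM at P1. At P7, over 1 CPM were still 6 of 16 macrophage genes, 1 of 5 of antigen-presenting cells, 4 of 14 of muscle, 3 of 11 of keratinocytes, 5 of 10 of endothelium, 5 of 8 of Schwann cells and melanocytes and 1 of 5 of adipocytes. No gene is in more than 1 list, and the paper names C1qa and H2-Eb1 of them. Passaging itself could also lower these genes in fibroblasts, and the 2 cannot be separated without single cells.

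Transcripts of the Y chromosome were lower with E2f4 overexpression than in control, with log2 fold changes of -2.07 for Ddx3y, -2.33 for Uty, -1.83 for Eif2s3y and -0.92 for Kdm5d. With the trend on GC content removed, the median over these genes was -0.9196, so GC content may account for part of the change and not for all. Xist, which marks female cells, was also lower (-1.04, and -0.42 with the trend removed), so the pattern is not that of a lower share of male cells alone. The 4 genes had 0 counts over the 16 libraries of the passages, but passed the filter in the overexpression and in each knockdown experiment. Those cultures therefore included male cells. The methods of the paper give female mice for the passages and also name fibroblasts of newborn mice for the manipulations. Passage genes were thus followed in other cultures than those of the passages. An effect of E2F4 on the Y-linked genes and a difference between overexpression and control cultures stay open, as untested.

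More ATAC-seq peaks were gained than lost from P1 to P7. With the same number of top-ranked peaks from every sample, the ratio of gained to lost peaks was 1.209, so the different numbers of peaks called per sample are a candidate explanation for the excess of gained peaks. The depth of the samples is unknown, and a biological rise in the number of open regions stays open beside it. For the TEAD motif in gained peaks, the odds ratio was lower against peaks of the same GC content, at 1.159. GC content may thus account for part of the pattern but by this test not for all of it. For the lower share of the AP-1 motif in gained peaks, the odds ratio went from 0.6639 to 0.8901 against peaks of the same strength, so weaker peaks may account for much of the pattern but by this test not for all of it. Among the same number of top-ranked peaks from every sample, the share of peaks with the motif was 26.8% at P1 and 26.65% at P7 (exact permutation test, two-sided, p = 0.743). It was lower between them, at 25.19% at P3 and 25.26% at P5.

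Replicate 1 of NT in the E2f4 knockdown had reads on 18352 genes, against 14984 and 15510 in the other NT libraries, with 14.27% of reads outside annotated genes against 8.8 and 10.06%. Without it, 167 genes were called with sh1 in place of 206. Replicate 3 of Atf3 sh5 had 15.08% of reads outside annotated genes against 11.13 and 10.73%.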
